# Defactinib inhibits PYK2 phosphorylation of IRF5 and reduces intestinal inflammation

**DOI:** 10.1038/s41467-021-27038-5

**Published:** 2021-11-18

**Authors:** Grigory Ryzhakov, Hannah Almuttaqi, Alastair L. Corbin, Dorothée L. Berthold, Tariq Khoyratty, Hayley L. Eames, Samuel Bullers, Claire Pearson, Zhichao Ai, Kristina Zec, Sarah Bonham, Roman Fischer, Luke Jostins-Dean, Simon P. L. Travis, Benedikt M. Kessler, Irina A. Udalova

**Keywords:** Innate immunity, Inflammation, Monocytes and macrophages, Signal transduction

## Abstract

Interferon regulating factor 5 (IRF5) is a multifunctional regulator of immune responses, and has a key pathogenic function in gut inflammation, but how IRF5 is modulated is still unclear. Having performed a kinase inhibitor library screening in macrophages, here we identify protein-tyrosine kinase 2-beta (PTK2B/PYK2) as a putative IRF5 kinase. PYK2-deficient macrophages display impaired endogenous IRF5 activation, leading to reduction of inflammatory gene expression. Meanwhile, a PYK2 inhibitor, defactinib, has a similar effect on IRF5 activation in vitro, and induces a transcriptomic signature in macrophages similar to that caused by IRF5 deficiency. Finally, defactinib reduces pro-inflammatory cytokines in human colon biopsies from patients with ulcerative colitis, as well as in a mouse colitis model. Our results thus implicate a function of PYK2 in regulating the inflammatory response in the gut via the IRF5 innate sensing pathway, thereby opening opportunities for related therapeutic interventions for inflammatory bowel diseases and other inflammatory conditions.

## Abstract (web summary)

The transcription factor, IRF5, has been implicated in the regulation of inflammation, but how IRF5 protein is activated is still unclear. Here the authors use inhibitor library screening, biochemical analyses and in vivo/ex vivo data to show that a protein tyrosine kinase, Pyk2, may be key for the activation of IRF5 in macrophages and inflammatory responses in the gut.

## Introduction

Inflammatory bowel disease (IBD) is a group of inflammatory disorders of the gastrointestinal tract caused by a complex combination of genetic and environmental factors. Genome-wide association studies (GWAS) revealed over 200 genetic loci linked to inflammatory bowel disease (IBD)^1,2^. A recent single-cell transcriptomic analysis of colon biopsies from patients with ulcerative colitis (UC) provided a framework for linking GWAS risk loci with specific cell types and functional pathways and helped to nominate causal genes across GWAS loci^3^, amongst them Interferon regulatory factor 5 (IRF5). IRF5 is a multifunctional regulator of immune responses^4–6^. The IRF5 risk variant has consistent effects across monocytes and macrophage conditions, but also impacts gene expression and splicing across a wide range of other immune cells and tissues^7^.

Recent studies using IRF5-deficient mice have established a critical role of this transcription factor in the pathogenesis of mouse models of colitis^8,9^. For instance, mice with a global or mononuclear phagocyte (MNP)-specific loss of IRF5 were protected from *Hh* + αIL10R colitis^9^. Thus, IRF5 is an attractive target for the treatment of IBD. However, the molecular mechanisms of IRF5 activation are still debated. IRF5 is proposed to exert its molecular function via a cascade of events involving its phosphorylation, ubiquitination, dimerisation, nuclear translocation and selective binding to its target genes to enable their expression^10^. Several kinases including TBK1, RIP2, IKKε, IRAK4, TAK1 and IKKβ have been proposed to phosphorylate and activate IRF5^11–17^, while IKKα inhibits IRF5^18^. Lyn, a Src family kinase has been shown negatively to regulate IRF5 in the TLR-MyD88 pathway in a kinase-independent manner via direct binding to IRF5^19^. Given the importance of phosphorylation on IRF5 activation, we set out to identify novel IRF5 kinases as potential targets for specific control of IRF5-driven inflammatory conditions. In this study, we used reporter-based screening of a kinase inhibitor library to identify PTK2B/PYK2 as an upstream regulator of IRF5.

PTK2B/PYK2 is a non-receptor protein-tyrosine kinase and plays an important role in inflammatory diseases. For example, PYK2 is essential for cell migration in vitro, regulates airway inflammation, Th2 cytokine secretion and airway hyperresponsive in a mouse model of asthma^20^. PTK2B/PYK2 function in macrophages has been linked to complement-mediated phagocytosis^21^, membrane ruffling and migration towards sites of inflammation and the secretion of some pro-inflammatory cytokines^22,23^. PYK2 is also another nominated causal gene for UC^3^.

In this study, we identify PTK2B/PYK2 as an upstream regulator of IRF5 based on a systematic screen of kinase inhibitors in macrophages. CRISPR-Cas9-mediated knockout of PYK2 in murine RAW264.7 macrophages impairs LPS-induced IRF5 activation and IRF5-dependent expression of pro-inflammatory cytokines. Furthermore, treatment with a selective PYK2 inhibitor defactinib abrogates the induction of macrophage pro-inflammatory transcriptome to a similar extent seen in IRF5 knockout cells. Defactinib reduces pathology in murine model colitis, and cytokine expression in colonic mucosal biopsies collected from patients with active ulcerative colitis. Taken together, this study demonstrates a major role for PYK2 as a key regulator of IRF5 activation, macrophage inflammatory response, and intestinal pathology and may facilitate the development of new therapeutics.

## Results

### Small molecule library screen and in vitro validation of candidate IRF5 kinases

We have previously established an in vitro reporter system for measuring IRF5-dependent transcription based on the TNF (IRF5-dependent gene)-promoter-driven luciferase construct, which contains a number of interferon-stimulated response elements (ISREs)^24^. This reporter system was used to screen a library of small molecules^25^, for which inhibitory properties against 221 protein kinases in the protein kinase inhibitors screen (PKIS) have been established (Supplementary Fig. 1a–c). After the first screen in RAW264.7 macrophages and two rounds of rescreening using different cell types and three different inhibitor concentrations, we composed the final list of 34 candidate IRF5 kinases, among which TBK1, IKKe and IRAK4 were previously proposed to target IRF5^12,16,26^ (Fig. 1a and Supplementary Data 1).

**Fig. 1:**
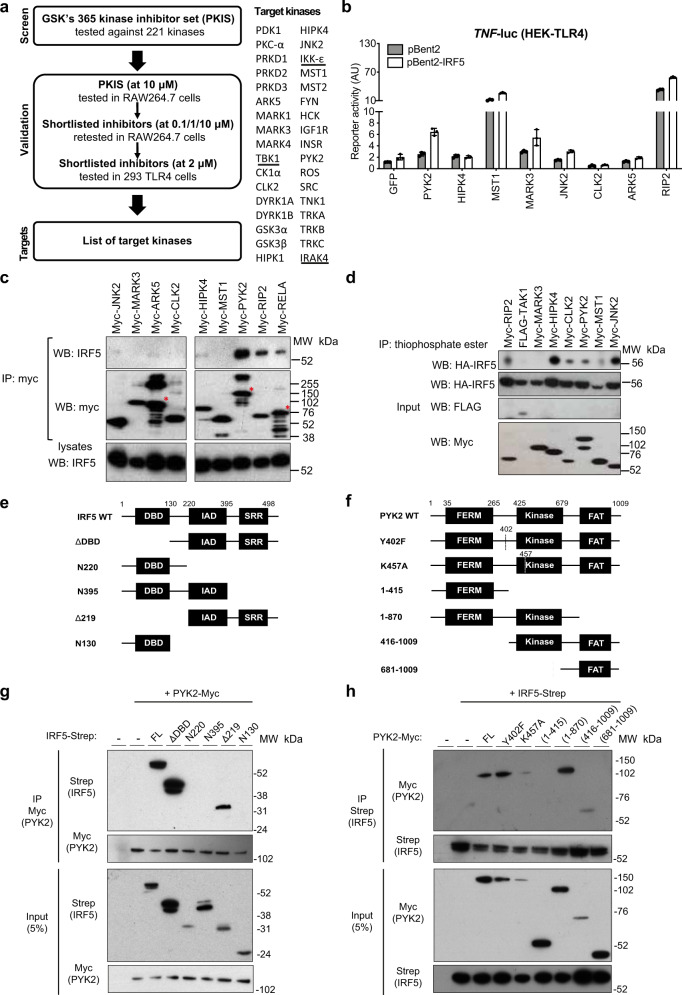
Small molecule library screen and in vitro validation identifies PYK2 as a putative IRF5 kinase. **a** The screening workflow showing the initial large screening in RAW264.7 cells, and the subsequent screens in RAW264.7 and 293 TLR4 cells. The top inhibitors were shortlisted based on their efficacy towards IRF5 reporter and low toxicity. Based on the known activities of these molecules against 221 kinases in the PKIS set, 34 kinases affected by the top inhibitors were shortlisted. The underlined kinases were previously proposed to target IRF5. **b** Impact of the kinases on the IRF5 reporter activity. Luciferase activities were measured in cells co-expressing IRF5 (or empty plasmid control, pBent2), TNF-luc reporter and one of the shortlisted kinases. Reporter activity was calculated as firefly luciferase activity normalised against constitutively expressed Renilla luciferase units and is shown as compared to the values in cells not expressing any kinase. AU arbitrary units of luminescence. Data presented as mean values ± SD for *n* = 3 independent experiments. **c** Binding of IRF5 to the shortlisted kinases. Myc-tagged kinases and HA-tagged IRF5 were co-expressed in 293 ET cells. Cell lysates were subjected to immunoprecipitation (IP) using anti-myc antibody and levels of kinases and IRF5 in the IP eluates and proteins were determined by western blot. Asterisks indicates the expected molecular weight. **d** In vitro kinase assays of 293 ET cells co-transfected with HA-IRF5 and myc- or flag-tagged kinases. Proteins in the pull-downs and lysates were detected by Western blotting using antibodies against HA- (IRF5) and myc- and FLAG- (kinases). **e** Schematic of IRF5 truncation mutants. **f** Schematic of PYK2 truncation mutants. **g**, **h** HEKTLR4 cells were co-transfected with Myc-PYK2 and Strep-tagged IRF5 truncation mutants and subjected to co-immunoprecipitation and western blot analysis. Representative blots from three independent experiments are shown. Source data are provided as a Source Data file.

For further functional validation, we selected poorly explored proteins or those with known links to inflammatory processes – PYK2, HIPK4, ARK5, CLK2, MARK3, JNK2 and MST1. As controls, we included into these assays RIP2 kinase, the known intermediate in the IRF5-dependent innate immune signalling pathways^11^. When we overexpressed the kinases with IRF5 and TNF-luciferase reporter in HEK-293 TLR4/CD14/MD-2 cells, we found that overexpression of PYK2, JNK2 or MARK3, boosted IRF5-dependent TNF-reporter activation (Fig. 1b). Similar to the known IRF5 binding partners RIP2 and RelA^11,27,28^, PYK2 could strongly bind IRF5 in co-immunoprecipitation assays, while HIPK4, ARK5 and JNK2 showed only a weak association with IRF5 (Fig. 1c). We further tested the ability of these kinases to phosphorylate overexpressed IRF5 in 293 ET cell lysates (Supplementary Fig. 1d). We were able to detect phosphorylated IRF5 in the presence of HIPK4, CLK2, JNK2, MST1, PYK2 and RIP2 as a positive control (Fig. 1d). Lastly, we examined the evidence of genetic association of the selected kinases with IBD and found that PYK2 was the only known genetic risk factor^29^ (Supplementary Fig. 1e). Based on observed functional interactions with IRF5 and genetic association with IBD, PYK2 was singled out for further investigation.

To map the regions necessary for IRF5-PYK2 interaction, we used expression plasmids that encode truncated mutants of IRF5 or PYK2 (Fig. 1e, f). IRF5 deletion mutants were transfected in HEKTLR4 cells with WT-PYK2 and lysates were subjected to a Myc immunoprecipitation. Constructs lacking the C-terminal serine-rich region (SRR) including IRF5-N220, IRF5-N395 and IRF5-N130 failed to interact with PYK2 (Fig. 1e, g), suggesting that the SRR in IRF5 is essential for its interaction with PYK2. We then carried out a reciprocal Co-IP with PYK2 deletion mutants and WT-IRF5 to identify the domain important for PYK2 interaction with IRF5. The removal of PYK2 central kinase domain in truncation mutant PYK2 1-415 and PYK2 681-1009 resulted in loss of binding to WT-IRF5 (Fig. 1f, h). Thus, IRF5 SRR and PYK2 kinase domain are important for IRF5-PYK2 interactions.

### PYK2 regulates IRF5 activation and IRF5-mediated transcription

In RAW264.7 macrophages we could detect PYK2 binding to IRF5 at the endogenous level (Fig. 2a). In line with previous studies, we also found LPS-induced PYK2 phosphorylation on Y402 (Fig. 2b)^30,31^. To investigate the kinase’s role in the TLR4/IRF5 signalling axis, we generated IRF5- and PYK2-deficient mouse RAW264.7 macrophages using a CRISPR-Cas9 approach (Supplementary Fig. 2a). First, we explored the impact of PYK2 deficiency on IRF5-dependent signalling by transfecting wild type (WT) and PYK2-deficient RAW264.7 macrophages with IRF5-expressing and the TNF-promoter-driven luciferase plasmid. We observed a marked reduction of the LPS-induced reporter activity in IRF5-expressing cells lacking PYK2 (Fig. 2c). When we expressed recombinant PYK2 in PYK2-deficient cells, we achieved a partial reconstitution of the PYK2 levels in RAW264.7 macrophages and a partial restoration of the reporter activity (Supplementary Fig. 2b, c). Next, we examined if PYK2 deficiency would directly impact IRF5 activation and function by measuring IRF5 recruitment to its target gene promoter and enhancer regions using chromatin immunoprecipitation (ChIP) assay^4,24^. IRF5 recruitment to *Il6, Il1a* and *Tnf* gene promoters was impaired in PYK2 knockout cells (Fig. 2d and Supplementary Fig. 2d). Consequently, we observed attenuated recruitment of RNA polymerase II at the same promoters indicating reduced gene transcription (Fig. 2d and Supplementary Fig. 2d). We also detected a reduction in mRNA induction of these cytokines, as well as chemokines *Ccl4, Ccl5*, by LPS in PYK2-deficient cells, comparable to or even stronger than in IRF5 knockout cells (Fig. 2e and Supplementary Fig. 2e). Conversely, LPS-induced IL-10 induction was increased in PYK2 knockout (Supplementary Fig. 2e), similarly to our previous findings in IRF5 knockout cells^4^.

**Fig. 2:**
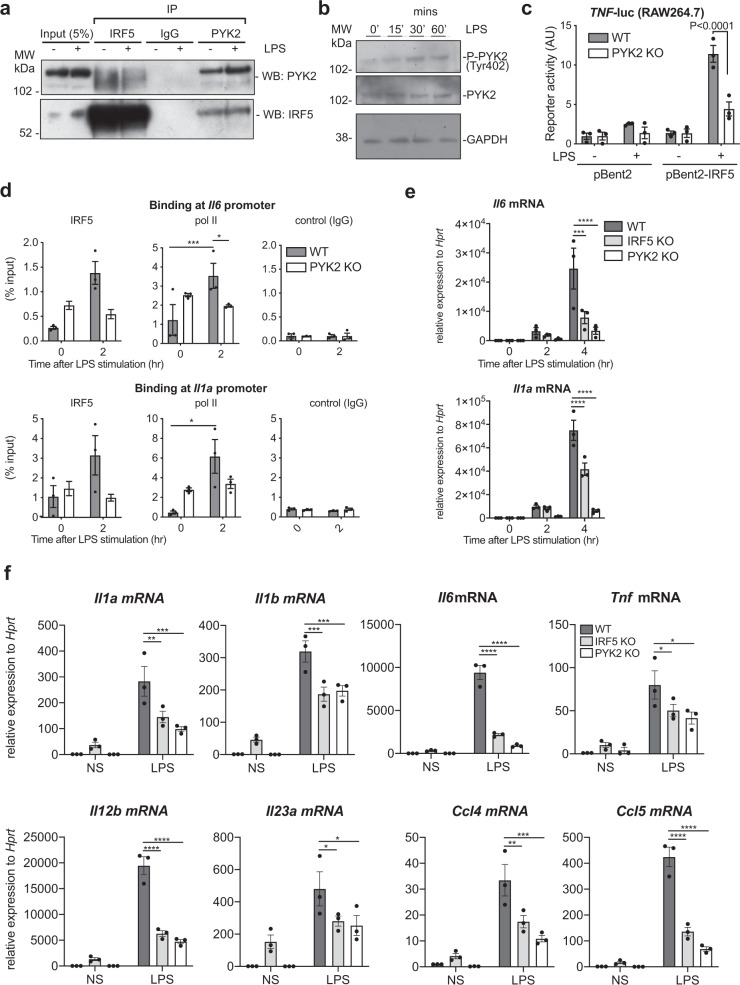
PYK2 interacts with IRF5 and controls IRF5 activation. **a** Endogenous co-immunoprecipitation in RAW264.7 macrophages. Cells were stimulated with LPS for 10 min and immunoprecipitated with IRF5, PYK2 or an isotype control antibody. Immunoprecipitates were eluted from IP beads and proteins present in cell lysates (5% inputs) and eluates were detected by immunoblotting with antibodies against IRF5 or PYK2. **b** Immunoblot of LPS-induced PYK2 tyrosine phosphorylation. Blots were probed with antibodies specific for PYK2 phosphorylated on Tyr-402, total PYK2 and GAPDH. Representative blots from three independent experiments are shown for (**a**, **b**). **c** TNF-luc reporter activity in the absence or presence of ectopically expressed IRF5 in wild type and PYK2 KO RAW264.7 cells stimulated with LPS 6 h or left untreated. AU arbitrary units of luminescence. **d** IRF5 and pol II binding to *Il6* and *Il1a* gene promoter in resting or LPS-treated (2 h, 500 ng/ml) wild type or PYK2 KO RAW264.7 cells as measured by the chromatin immunoprecipitation (ChIP) method. A non-specific IgG antibody was used as a negative control for ChIP. **e** *Il6* and *Il1a* mRNA induction in wild type, PYK2 KO or IRF5 KO RAW264.7 cells stimulated with LPS (500 ng/ml) for 0, 2, or 4 h. Gene expression was measured by qPCR. All values in (**c**–**f**) are shown as mean values ± SEM from *n* = 3 independent experiments. Statistical significance was calculated with two-way ANOVA with Sidak’s correction *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. **f** Gene expression levels in wild type, PYK2 KO or IRF5 KO HoxB8 macrophages stimulated with LPS (100 ng/ml) 2 h. Gene expression was measured by qPCR. Values shown as mean values ± SEM from *n* = 3 experiments. Comparison by two-way ANOVA (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Source data are provided as a Source Data file.

To validate our observations in primary cells, we utilised immortalised myeloid progenitor HoxB8 cells^32^, which differentiated into non-proliferating mature macrophages in the presence of GM-CSF (Supplementary Fig. 3a). Using the CRISP-Cas9 approach, we generated stable knockout of IRF5 and PYK2 in these cells and validated their absence by western blot analysis (Supplementary Fig. 3b). After 5 days of ex vivo differentiation in the presence of GM-CSF, HoxB8 progenitors deficient in IRF5 or PYK2 gave rise to mature macrophages, comparable to the wild-type cells, but the levels of inflammatory cytokine and chemokine production were significantly reduced in HoxB8 macrophages deficient in IRF5 or PYK2 (Fig. 2f). Thus, PYK2 acts as a critical regulator of IRF5 activation and inflammatory response induced by LPS in macrophages.

### PYK2 phosphorylates IRF5

To characterise potential PYK2 target residues in IRF5, we employed phospho-proteomics. Endogenous IRF5 was immunoprecipitated from the lysates of LPS-stimulated WT and PYK2-deficient RAW264.7 macrophages, and the phospho-peptides were further enriched from the total proteolytic digests. Peptide masses and quantities were analysed by nano ultra-high-pressure liquid chromatography coupled with mass spectrometry (nUPLC-MS/MS). In line with previously published reports^14,15^ we identified the Ser-445 IKKβ-dependent site in both WT and PYK2-deficient cells (Fig. 3a and Supplementary Fig. 4a, b). In addition, endogenous IRF5 was phosphorylated at residues Ser-172, Ser-300, Tyr-334 in both WT and PYK2-deficient cells (Fig. 3a and Supplementary Fig. 4a, b). Interestingly, we could only detect Y171 phosphorylation in WT cells (Fig. 3a, b and Supplementary Fig. 4b), while S56 and Y312 residues were modified in PYK2-deficient cells (Fig. 3a and Supplementary Fig. 4a, b), possibly reflecting on modification by other enzymes. In fact, Src tyrosine kinase Lyn was capable of phosphorylating IRF5 at orthologues of Y312 (human Y329) and Y334 (human Y351) sites (Supplementary Fig. 4c) in in vitro co-expression system^19^.

**Fig. 3:**
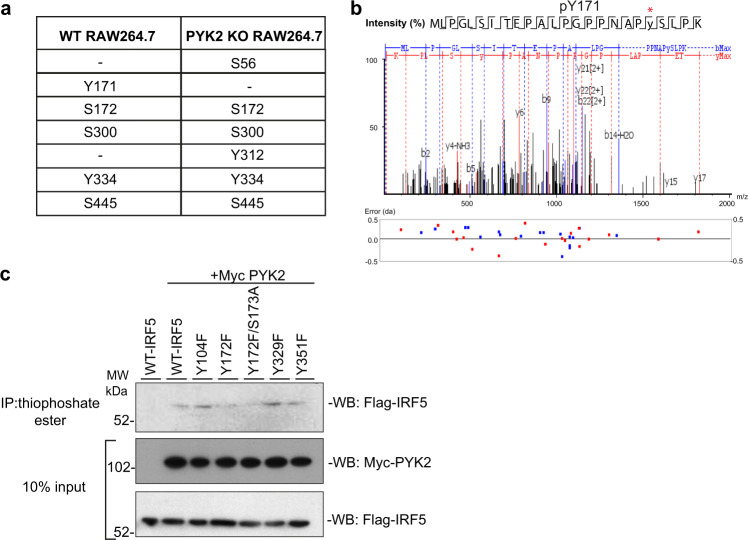
PYK2 phosphorylates IRF5. **a** Phosphorylation sites identified in LPS-stimulated WT and PYK2 KO RAW264.7 cells. **b** MS/MS spectrum of the IRF5 derived tryptic peptide 152-179 indicating phosphorylation at positions Y171. Fragmentation ions of the b- and y- series are indicated in blue and red, respectively. **c** In vitro kinase assay and immunoblot of IRF5-site-specific tyrosine mutants. HEKTLR4 cells were co-transfected with FLAG-IRF5 tyrosine mutants as indicated and Myc-PYK2. 10% lysate was kept for input and the remaining was used for in vitro kinase reactions. Kinase assays were detected by western blot using antibodies against Flag-(IRF5) and Myc-(PYK2). Representative blots from three independent experiments are shown. Source data are provided as a Source Data file.

We individually mutated these sites Y171 (human Y172), Y312 (human Y329), Y334 (human Y351) as well as the published Y104 site^33^ into phenylalanine residues and explored the consequence of these mutations in the above-mentioned reporter and in vitro phosphorylation assays (Supplementary Fig. 1a, d). We observed a reduction in PYK2-dependent phosphorylation of human v2 IRF5 Y172 and Y172/S173 but not other IRF5 mutants (Fig. 3c).

The Y172F mutant of human v2 IRF5 and the double mutant Y172/S173A (Supplementary Fig. 4d) both showed somewhat diminished ability to activate the TNF-luciferase reporter in the presence of PYK2, whereas the Y104F mutation had no inhibitory effect (Supplementary Fig. 4d). Notably, Y329F and Y351F mutant of human v2 IRF5 also displayed reduced TNF-reporter activity (Supplementary Fig. 4d) and warrant further exploration.

Together, these results indicate that PYK2 contributes to the LPS-induced phosphorylation of IRF5.

### A PYK2 inhibitor Defactinib interferes with IRF5 activation

Recently, specific inhibitors of PYK2 and a related kinase FAK have been developed^34^. One of them called defactinib (also known as VS-6063 or PF-04554878), with high selectivity to PYK2 and FAK1 and low affinity to kinases outside the family^35^, has been successfully used to tackle cancer in a mouse model and is currently being tested in clinical trials^36,37^. Here we explored the effect of defactinib on IRF5 activation and IRF5-dependent gene expression by macrophages. We first established the concentration range of defactinib well tolerated by RAW264.7 macrophages (Supplementary Fig. 5a). At such concentrations (0.3–1 μM), it reduced LPS-induced PYK2 phosphorylation (Supplementary Fig. 5b) and effectively inhibited TNF-reporter activity and gene expression in RAW264.7 macrophages in a dose-dependent manner (Supplementary Fig. 5c, d). Moreover, defactinib inhibited TNF-reporter activity in wt and IRF5-deficient RAW264.7 macrophages in which IRF5 expression was restored via ectopic expression of IRF5, but not in PYK2-deficient cells (Fig. 4a), suggesting that defactinib acts in an IRF5- and PYK2-specific manner. Supporting this notion, defactinib had no further effect on cytokine expression in HoxB8 macrophages deficient in PYK2 (Supplementary Fig. 5e).

**Fig. 4:**
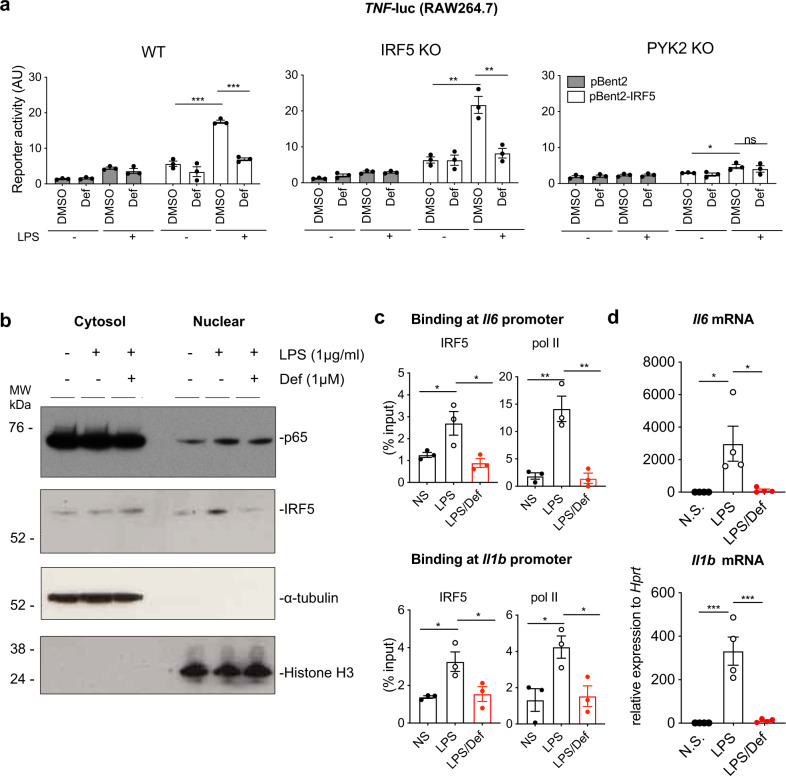
A PYK2 inhibitor Defactinib suppresses IRF5 activation. **a** TNF-luc reporter activity in the absence or presence of ectopically expressed IRF5 in wild type, IRF5 KO and PYK2 KO RAW264.7 cells pretreated for 1 h with 1 μM of defactinib (or DMSO control) and then stimulated with 1 ug/ml of LPS for 6 h or left untreated. AU arbitrary units of luminescence. Data were shown as means ± SEM from *n* = 3 independent experiments. Comparison by two-way ANOVA with Tukey’s correction (*P < 0.05, **P < 0.01 and ***P < 0.001). **b** RAW264.7 cells were fractionated into cytosolic and nuclear extracted following 1 h pretreatment with defactinib (1 μM) and 2 h stimulation with LPS (1 μg/ml). Representative blots from three independent experiments are shown. **c** IRF5 and pol II binding to *Il6* and *Il1b* gene promoters in GM-CSF-differentiated mouse BMDMs pretreated with 3.5 μM defactinib (def) or DMSO control and further stimulated with LPS for 2 h. Chromatin recruitment was analysed by ChIP. Data were normalised against chromatin amount in lysates (and expressed as a percentage of input for each gene) and shown as mean values ± SEM from *n* = 3 independent experiments. Comparison by one-way ANOVA with Tukey’s correction (*P < 0.05, **P < 0.01). **d** *Il6* and *Il1b* expression levels in GM-BMDMs pretreated with 3.5 μM defactinib (def) or DMSO control for 1 h, followed by LPS stimulation for 2 h. Data were shown as means ± SEM for *n* = 4 individual mice. Statistical significance was analysed by one-way ANOVA with Tukey’s correction (*P < 0.05 and ***P < 0.001). Source data are provided as a Source Data file.

Mechanistically, defactinib prevented LPS-induced nuclear translocation of IRF5 but not p65/RelA (Fig. 4b). We observed little effect on the p65/RelA phosphorylation and IkBa degradation in PYK2 KO cells and/or in cells treated with defactinib (Supplementary Fig. 6a), ruling out a major role for NF-κB in PYK2 signalling pathway in these cells. We also examined JNK signalling pathway as a potential off-target effect of defactinib^38^ and found no differences in pJNK levels when comparing WT and PYK2 KO cells treated with defactinib (Supplementary Fig. 6a).

Mirroring our PYK2 deficiency data in RAW264.7 macrophages (Fig. 2), LPS-induced IRF5 and RNA polymerase II recruitment to its target promoters was suppressed in primary mouse bone marrow-derived macrophages (BMDMs) treated with defactinib (Fig. 4c). The expression of some pro-inflammatory cytokines and chemokines was also effectively suppressed by defactinib (Fig. 4d and Supplementary Fig. 6c), without affecting cell viability (Supplementary Fig. 6b). Similar results were obtained in macrophages in response to activation of C-type lectin receptor Dectin-1 pathway, in which IRF5 has been shown to play a key role^39^, with WGP (dispersible whole glycan particles) (Supplementary Fig. 6d).

### Defactinib treatment phenocopies the effect of IRF5 deficiency on macrophage transcriptome

To investigate the global impact of PYK2 inhibition on IRF5 target gene expression, we compared LPS-induced transcriptomes in WT and IRF5 KO BMDMs treated with either defactinib or vehicle. 

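BMDMs of WT and IRF5 KO mice were grown with GM-CSF, pretreated with 3.5 μM defactinib or its DMSO vehicle for 1 h, and left unstimulated or stimulated with 100 ng/ml LPS for 2 h. Defactinib inhibits the kinases FAK and PYK2. RNA-seq was deposited for 6 groups of 3 libraries, the n = 3 that the paper gives. The groups were WT unstimulated, WT LPS DMSO, WT LPS defactinib, IRF5 KO unstimulated, IRF5 KO LPS DMSO and IRF5 KO LPS defactinib. For the unstimulated libraries the labels give DMSO and the column names an untreated mark, so whether vehicle was added to them is open. The authors counted uniquely mapped read pairs over annotated genes of the mm10 genome. Their table holds these counts without normalization for 50600 genes, of which 24142 had no count in any library. Between 39282181 and 61949143 read pairs per library were counted on genes, with a median of 45317217. Group medians ranged from 41987832 in WT LPS defactinib to 48773781 in IRF5 KO LPS defactinib. Counts were normalized by edgeR's TMM method and are given as CPM, which are counts scaled to a common library size. The 15663 genes that passed edgeR's filterByExpr over the 6 groups were tested by its quasi-likelihood F test in a single fit of all 18 libraries. Genes were called differentially expressed at a false discovery rate below 0.05 and a fold change above 2, the thresholds of the paper's methods, which used DESeq2. The legend of Fig. 5b gives a fold change above 1, the same threshold if that value is on the log2 scale. Irf5 (ENSMUSG00000029771, chromosome 6 of mm10, 29526625 to 29541871) was counted at 614 ± 32.5 CPM (SD, n = 3) in unstimulated WT libraries and at 365 ± 30.8 CPM (SD, n = 3) in unstimulated IRF5 KO libraries. This was a log2 fold change of 0.75 (standard error 0.16, adjusted p = 0.00492 from edgeR), below the fold change threshold. After LPS with DMSO the log2 fold change of Irf5 was 0.16 (adjusted p = 0.428), and 0.06 without IRF5 KO LPS DMSO replicate 3. Counts summed over a whole gene do not show which exons a knockout removes. Ptk2b, which encodes PYK2, fell by 0.62 on the log2 scale with defactinib in LPS-stimulated WT cells (standard error 0.09, adjusted p = 2.44e-05). Ptk2, which encodes FAK, changed by 0.48 (standard error 0.15, adjusted p = 0.0129), and neither passed the fold change threshold. The libraries of each group were compared by a chi-square of their counts over genes with at least 20 counts in the pair, where sampling noise alone gives 1 per gene. Within the other 5 groups the value was 3.83 to 184 per gene. In IRF5 KO LPS DMSO it was 2.33 between replicates 1 and 2, 442 between replicates 1 and 3, and 426 between replicates 2 and 3. No pair differed by sampling noise alone. All 3 IRF5 KO LPS DMSO libraries were kept, and calls and counts that change with 1 of them left out are given without it too.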

Principle component analysis (PCA) of differentially expressed genes (DEGs) (*p* < 0.05) clearly separated WT and IRF5 KO, as well as untreated and LPS-treated sample groups (Fig. 5a). 

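The PCA was repeated on the 14375 genes with a false discovery rate below 0.05 in DESeq2's likelihood ratio test over the 6 groups, as variance stabilised counts. PC1 held 41.6% of the variance, PC2 29.6% and PC3 16.8%. Distances were taken in the plane of PC1 and PC2 and compared with the mean distance between replicates, without a test. Unstimulated WT libraries lay 18.6 to 20.6 from the centroid of unstimulated IRF5 KO libraries, with mean distances of 2.9 and 1.2 between the replicates of these groups. From the WT LPS DMSO centroid the unstimulated WT libraries lay 90.9 to 94.9 away, with a mean distance of 4.1 between the WT LPS DMSO replicates. IRF5 KO LPS DMSO replicates 1 and 2 lay 0.2 apart, and replicate 3 lay 80.3 and 80.1 from them. Their distances to the unstimulated IRF5 KO centroid were 91.6, 91.4 and 41.7 for replicates 1, 2 and 3, and to the WT LPS DMSO centroid 117, 117 and 67.6. In this plane the library nearest to replicate 3 was replicate 3 of unstimulated WT, at 28.8. Over the log2 CPM of all tested genes its Pearson r was 0.978 to 0.979 with the unstimulated IRF5 KO libraries and 0.959 to 0.961 with those of unstimulated WT. Before LPS, 1145 genes differed between the genotypes, 595 higher and 550 lower in WT. Among the genes most changed there, F13a1 was at 89.2 ± 1.44 CPM (SD, n = 3) in WT and 1.19 ± 0.376 CPM (SD, n = 3) in IRF5 KO, a log2 fold change of 6.22 (adjusted p = 3.64e-06). Cyp1b1 had a log2 fold change of -6.54 (adjusted p = 4.07e-06). In WT cells LPS changed 3340 genes, 1819 higher and 1521 lower, led by Il6 with a log2 fold change of 12.74 (standard error 1.49, adjusted p = 7.43e-06). With no fold change threshold this count was 6553, and with the threshold tested inside the model by glmTreat it was 1584. Scaling by library size alone gave 1295 higher genes of 4129 and moved the median of all genes by -0.38 on the log2 scale. In IRF5 KO cells LPS changed 2091 genes, 1108 higher and 983 lower, which became 1037, 1067 and 4207 genes without IRF5 KO LPS DMSO replicate 1, 2 or 3. With only the groups compared in the fit it was 153. Library size alone gave 901 higher genes of 2586 in these cells. The lower genes numbered 236, 236 and 2661 without these replicates in turn, and 653 and 598 without IRF5 KO unstimulated replicates 1 and 3. The difference between the genotypes in the response to LPS, tested as an interaction, was called for 1539 genes. Without IRF5 KO LPS DMSO replicate 3 it was called for 3778.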

LPS-stimulated WT samples treated with defactinib or vehicle were also clearly separated, with the defactinib-treated samples grouping closely with the IRF5^−/−^. Conversely, defactinib had very little effect on IRF5^−/−^ cells stimulated with LPS (Fig. 5a). This was reflected in the number of DEGs: 4,026 for WT and only 217 for IRF5^−/−^ BMDMs treated with defactinib at 2 h of post LPS stimulation (Fig. 5b, e). 

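WT LPS defactinib replicates 1, 2 and 3 lay 10.4, 14.8 and 15.5 from the IRF5 KO LPS DMSO centroid and 102, 109.6 and 83.1 from the WT LPS DMSO centroid. The ratio of these distances was 0.141 ± 0.042 (SD, n = 3). The edgeR log2 CPM in place of variance stabilised counts gave a ratio of 0.262. Leaving out 1 library gave ratios from 0.102 without WT LPS defactinib replicate 3 to 0.299 without WT LPS DMSO replicate 2, with 0.282, 0.272 and 0.244 without IRF5 KO LPS DMSO replicates 1, 2 and 3. Single libraries of the IRF5 KO LPS DMSO group stood apart from its centroid, at 26.8, 26.7 and 53.5 for replicates 1, 2 and 3. Between single libraries, the WT LPS defactinib replicates were 14.2 to 34.0 from IRF5 KO LPS DMSO replicates 1 and 2 and 52.0 to 67.4 from replicate 3. From the IRF5 KO LPS defactinib centroid they were 8.7, 11.5 and 24.5. Their own mean distance from each other was 18.2. A direct comparison of WT LPS defactinib with IRF5 KO LPS DMSO called 2439 genes, 824 higher and 1615 lower in the defactinib-treated WT cells. With only these 2 groups in the fit the count was 952. Eef1a2 was higher by 4.55 on the log2 scale (adjusted p = 9.64e-08) and Gata2 lower, at -5.79 (adjusted p = 7.72e-09). Both also differed between the genotypes before LPS, by 4.06 (adjusted p = 5.28e-07) and -3.30 (adjusted p = 7.26e-07). Gpr183 had a log2 fold change of -5.44 (adjusted p = 8.87e-08). Il12b was lower in the defactinib-treated WT cells, at -4.04 (adjusted p = 1.68e-06).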

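Genes were chosen from a fit of the WT libraries alone for a change with defactinib and a change with LPS of less than 0.5 on the log2 scale. The 399 genes that were higher with defactinib had a median of -0.46 to -0.30 log2 CPM in the WT LPS DMSO libraries and of 1.25 to 1.39 in the WT LPS defactinib libraries. On the same genes the IRF5 KO LPS defactinib libraries had medians of 0.82 to 0.86, and IRF5 KO LPS DMSO replicates 1, 2 and 3 of 1.33, 1.30 and -0.35. The 896 genes that were lower with defactinib had medians of 4.17 to 4.30 in WT LPS DMSO, 2.28 to 2.59 in WT LPS defactinib and 3.14 to 3.15 in IRF5 KO LPS defactinib. Here IRF5 KO LPS DMSO replicates 1, 2 and 3 had medians of 2.84, 2.90 and 4.16. Over all genes that defactinib changed in WT, the number that differed more than 2-fold between a single IRF5 KO LPS DMSO library and the mean of the IRF5 KO LPS defactinib libraries was 507, 514 and 2076 for replicates 1, 2 and 3.

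**Figure D1:**
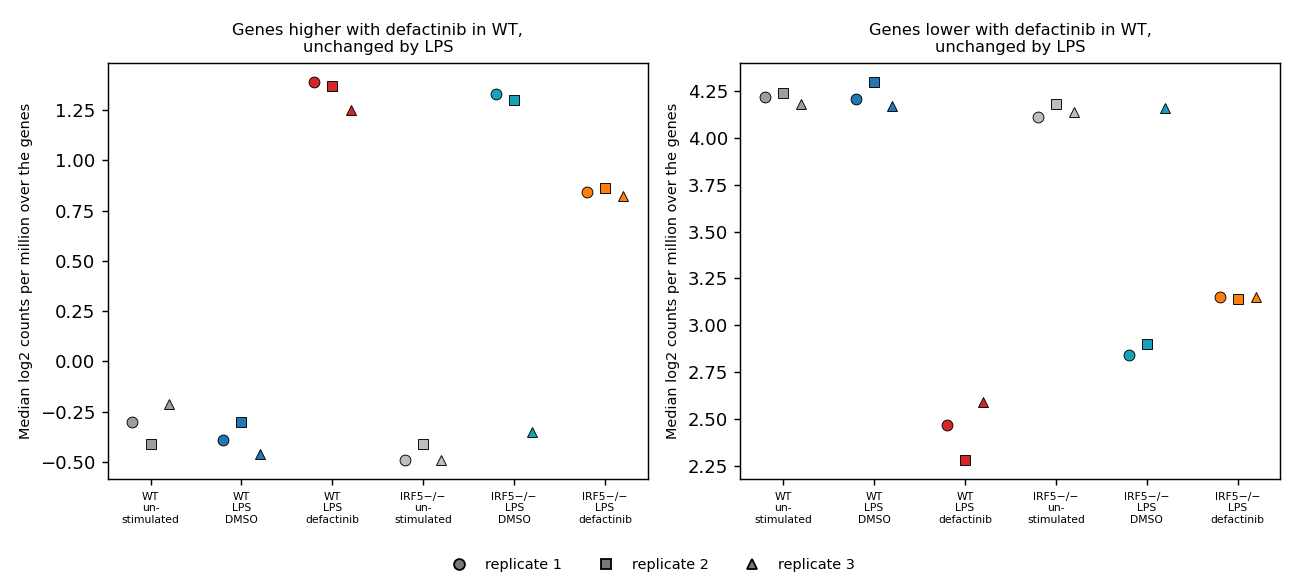
Median log2 CPM of each library over the genes that defactinib raised (left) or lowered (right) in WT cells and that LPS left unchanged there, with 1 point per library and the replicate given by its shape. IRF5 KO LPS DMSO replicates 1 and 2 sit at 1.33 and 1.30 on the left and replicate 3 at -0.35.

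Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) was at 13.9 ± 3.10 CPM (SD, n = 3) in WT LPS DMSO, 487 ± 88.4 CPM (SD, n = 3) in WT LPS defactinib and 805 ± 80.0 CPM (SD, n = 3) in IRF5 KO LPS defactinib. In IRF5 KO LPS DMSO replicates 1, 2 and 3 it was at 916, 885 and 6.99 CPM. Gm26917, annotated as a lincRNA on chromosome 17 from 39843013 to 39846341, had the largest rise with defactinib in WT among the called genes with a mean log2 CPM of at least 3 and no overlap between the libraries of the groups, with a log2 fold change of 7.88 (adjusted p = 0.000114). Its CPM was 113 in IRF5 KO LPS DMSO replicate 3 against 26820 and 26680 in replicates 1 and 2. The counts do not show which transcript of that stretch its reads came from.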

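With the 3 libraries of every group, defactinib changed 4552 genes in LPS-stimulated WT cells, 1636 higher and 2916 lower. With no fold change threshold the count was 8922, the alternative that moved it most. Scaling by library size alone gave 2350 higher genes of 4776, and a correction for GC content and gene length 2264 of 4725. In LPS-stimulated IRF5 KO cells 144 genes changed, 25 higher and 119 lower. Without IRF5 KO LPS DMSO replicate 1, 2 or 3 the higher genes numbered 45, 44 and 98 and the lower genes 829, 847 and 135. Scaling by library size alone gave 12 higher genes of 210, DESeq2 44 of 521, limma-voom 41 of 95, and the test with no fold change threshold 293 of 527, so that the side with more genes depends on the threshold. With only these 2 groups in the fit 8 of 9 were higher. The difference between the genotypes, tested as an interaction, was called for 3568 genes, 1647 higher and 1921 lower, with 3015 lower without IRF5 KO LPS DMSO replicate 3. Scaling by library size alone gave 2853 higher genes of 4133 for the interaction. DESeq2 on the same libraries called 521 genes in IRF5 KO cells. Without IRF5 KO LPS DMSO replicate 1, 2 or 3 edgeR called 874, 891 and 233 genes there. The same count was 20, 29 and 21 without IRF5 KO LPS defactinib replicate 1, 2 or 3. Libraries outside the comparison moved it as well, to 64, 61 and 70 without WT unstimulated replicate 1, 2 or 3, to 78 and 72 without IRF5 KO unstimulated replicate 1 or 3, to 92 without WT LPS DMSO replicate 1, and to 253 without WT LPS defactinib replicate 3. The lower genes alone fell to 74 and 75 without WT LPS DMSO replicate 2 or 3, and the higher genes to 9, 11 and 8 without IRF5 KO LPS defactinib replicate 1, 2 or 3. Tnfsf8 had one of the largest decreases in IRF5 KO cells, with a log2 fold change of -2.61 (standard error 0.68, adjusted p = 0.0499). Its DMSO replicates 1, 2 and 3 were at 16.1, 16.8 and 180.3 CPM and its defactinib group at 11.7 ± 0.140 CPM (SD, n = 3). Without DMSO replicate 3 its log2 fold change was -0.49 and it was not called. It was also not called without any 1 of 13 other libraries, which left its adjusted p between 0.0565 and 0.168. Jag1 increased from 59.7 ± 19.6 CPM (SD, n = 3) to 175 ± 2.68 CPM (SD, n = 3) in IRF5 KO cells, a log2 fold change of 1.55 (standard error 0.27, adjusted p = 0.00907). It was called with any 1 library left out, but not with only these 2 groups in the fit (adjusted p = 0.0961). Tnf fell by 1.52 on the log2 scale with defactinib in WT cells (standard error 0.25, adjusted p = 0.000106). In IRF5 KO cells it changed by 0.80 (adjusted p = 0.075), or 0.51 without IRF5 KO LPS DMSO replicate 3, and was not called.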

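Lists of cytokine and chemokine genes, interferon-beta response genes and purinergic receptor genes were written before the data were examined, in place of the terms of a gene ontology. Each was tested for an excess of called genes by a one-sided Fisher's exact test, with the tested genes as background and adjustment over all lists, comparisons and directions. With defactinib in LPS-stimulated WT cells, 47 of 77 tested cytokine and chemokine genes were called lower, an odds ratio of 6.94 (adjusted p = 7.69e-15), and 47 when adjusted over the list alone. Their median log2 fold change was -1.90. The interferon-beta response genes had 61 of 83 called lower, an odds ratio of 12.4 (adjusted p = 1.04e-25), and 63 when adjusted over the list alone. Without WT LPS defactinib replicate 3 this odds ratio was 114, with 80 genes called. Their median log2 fold change was -2.80, and Ifit1, one of them, fell by 7.71 (adjusted p = 0.000347). Of 13 purinergic receptor genes 7 were called lower, also when adjusted over the list alone, with an odds ratio of 5.11 (adjusted p = 0.0321). This excess no longer had an unadjusted p below 0.05 without WT LPS DMSO replicate 2 (odds ratio 3.12), WT LPS DMSO replicate 3 (2.87) or WT LPS defactinib replicate 1 (2.96). In a set test of direction, camera with a preset correlation of 0.01, the 3 lists were lower at false discovery rates of 3.97e-08, 1.98e-09 and 0.034. Under fry they were also lower, at 6.26e-07, 0.00155 and 0.00613, while camera with an estimated correlation gave 0.155, 0.661 and 0.768. Among 78 set tests over 13 lists and 6 comparisons, 32 had a false discovery rate below 0.05 with the preset correlation, of which 26 held under fry and 6 under the estimated correlation.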

Gene ontology (GO) analysis for defactinib downregulated genes revealed that they are predominantly pro-inflammatory in nature (e.g. cellular response to interferon-beta, regulation of inflammatory response, cytokine activity, etc). These GO terms were also enriched in LPS-induced genes, and in IRF5 upregulated genes, suggesting that defactinib is highly specific for IRF5 target genes^28^ (Fig. 5c). 

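Among the genes that LPS raised in WT cells were 53 of the cytokine and chemokine genes, an odds ratio of 17.3 (adjusted p = 4.14e-30), and 54 when adjusted over the list alone. They also held 81 of the interferon-beta response genes, an odds ratio of 321 (adjusted p = 2.7e-71), and 81 when adjusted over the list alone. That odds ratio was 58.0 to 128 without any 1 of the WT unstimulated or WT LPS DMSO libraries. For the purinergic receptor genes LPS raised 2, P2ry14 and Adora2a (odds ratio 1.38, adjusted p = 1), and lowered 5, Gpr171, P2ry1, Adora3, P2ry6 and Adora2b (odds ratio 5.83, adjusted p = 0.0376), the same numbers as when adjusted over the list alone. Of the genes higher in WT than in IRF5 KO cells after LPS, 36 were cytokine and chemokine genes, an odds ratio of 5.46 (adjusted p = 1.06e-10), and 36 when adjusted over the list alone. There were 78 interferon-beta response genes, an odds ratio of 99.2 (adjusted p = 1.58e-58), and 79 when adjusted over the list alone. This odds ratio was 57.1 and 48.5 without WT LPS DMSO replicate 1 or 2, and 40.5 and 33.9 without IRF5 KO LPS DMSO replicate 1 or 2. The 5 purinergic receptor genes, P2ry2, P2ry10, P2ry10b, P2ry14 and Adora2a, had an odds ratio of 3.84 (adjusted p = 0.137), with 5 when adjusted over the list alone. Without WT LPS DMSO replicate 2 or 3 or IRF5 KO LPS DMSO replicate 2 their number was 4. For the difference between the genotypes after LPS, camera gave false discovery rates of 0.000767 for the cytokines and chemokines, 4.96e-15 for the interferon-beta response and 0.496 for the purinergic receptors, the last of which became 0.0183 without IRF5 KO LPS DMSO replicate 3. With all libraries fry gave 5.75e-05, 0.000939 and 0.301 for these 3 lists. Camera with an estimated correlation gave 0.389, 0.567 and 0.91, so none passed there. In IRF5 KO cells defactinib lowered 1 cytokine or chemokine gene, Cxcl11 (odds ratio 1.72, adjusted p = 1), with 1 when adjusted over the list alone. It lowered 4 without IRF5 KO LPS DMSO replicate 1 or 2, and the odds ratio ranged from 0 to 4.06 with 1 library left out. DESeq2 called 3 of these genes lower and 1 higher, and limma-voom 0 lower and 3 higher. Defactinib lowered 3 interferon-beta response genes there, Cxcl11, Mx2 and Ifit1bl2 (odds ratio 5.00, adjusted p = 0.135). DESeq2 called 18 genes of this list lower and limma-voom 0. The odds ratio ranged from 0 to 8.97 with 1 library left out. Adjusted over the list alone, edgeR called 16 lower. That number was 22 and 20 without IRF5 KO LPS DMSO replicate 1 or 2, and 5 and 9 without WT LPS defactinib replicate 2 or 3. It was 2 or fewer without IRF5 KO LPS DMSO replicate 3 or any 1 of the other 13 libraries. The median log2 fold change of the interferon-beta response genes there was -1.22, lower in camera at a false discovery rate of 7.06e-06, with 0.361 under fry and 0.768 with an estimated correlation. Without IRF5 KO LPS DMSO replicate 3 the camera rate was 0.962. Of the purinergic receptor genes, edgeR called 0 lower there, and 1 when adjusted over the list alone. It called 2 lower without IRF5 KO LPS DMSO replicate 1 or 2, and DESeq2 called 1 lower with all libraries. The genes of these small counts are named after their values were seen. Early NF-kB target genes were also lower with defactinib in WT cells, 18 of 27 (odds ratio 8.79, adjusted p = 9.17e-07), and 18 when adjusted over the list alone. Their median there was -1.62. The false discovery rates of the set tests were 2.4e-09 in camera, 1.27e-08 under fry and 0.0218 with an estimated correlation. With defactinib in IRF5 KO cells this list was on the higher side, with a median of 0.31 and false discovery rates of 0.000767 in camera, 0.0194 under fry and 0.331 with an estimated correlation. In WT against IRF5 KO cells after LPS with DMSO the list was also higher, with a median of 0.9. Its false discovery rates there were 0.00293 in camera, 7.71e-05 under fry and 0.389 with an estimated correlation. The interaction of genotype with defactinib was not tested for the list. With defactinib in WT cells Nfkb1 itself fell by 0.94 on the log2 scale (adjusted p = 0.000342). This was under the fold change threshold unless WT LPS defactinib replicate 3 was left out, which gave -1.18.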

We next investigated the correlation between IRF5 regulated genes and defactinib target genes. 

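The comparison of WT with IRF5 KO cells after LPS with DMSO called 4036 genes, 2195 higher in WT (upregulated by IRF5) and 1841 lower. It called 5538 genes, with 3324 higher, without IRF5 KO LPS DMSO replicate 3, and 2775 genes with only the groups compared in the fit. Scaling by library size alone gave 1623 higher genes of 4260 and moved the median of all genes by -0.26 on the log2 scale. Across the 6069 genes called for IRF5 or for defactinib in WT cells, the 2 log2 fold changes had a Pearson r of -0.778 and a Spearman rho of -0.729. Genes are not independent replicates, so no p is given. Over all tested genes r was -0.748, and restricting the genes to those called in both comparisons moved it most, to -0.917. Leaving out 1 library gave -0.735 without IRF5 KO LPS DMSO replicate 1 to -0.815 without replicate 3. Both comparisons use the same WT LPS DMSO libraries, with opposite signs. In 20 simulations of groups that differed from WT LPS DMSO in nothing but noise, r over the same genes was -0.507 in the median and -0.548 at the strongest. With the WT LPS DMSO libraries divided between the comparisons, in all 6 ways, r was -0.743 to -0.716.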

The majority of IRF5 upregulated genes were strongly repressed by defactinib and there was a high degree of overlap between IRF5 up- and defactinib down-regulated genes, including *Il1a, Il1b, Il6, Il12a, Il12b, Il23a, Ccl3, Ccl4*, etc (Fig. 5d, e). 

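Of the genes upregulated by IRF5, 1479 were called lower with defactinib in WT cells, 67.4% of them, with an odds ratio of 17.3 against the other tested genes, and 88.8% had a lower fold change. The overlap was 2242 genes without IRF5 KO LPS DMSO replicate 3, and 1111, 1211, 1090, 1289, 1250 and 1232 genes in the 6 divisions of the WT LPS DMSO libraries. In the simulations with shared libraries and noise alone the largest overlap was 0, where edgeR called at most 2 genes per comparison. There were 30 genes upregulated by IRF5 that were higher with defactinib. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 959 ± 131 CPM (SD, n = 3) in WT LPS DMSO and 6.05 ± 6.76 CPM (SD, n = 3) in WT LPS defactinib, a log2 fold change of -7.31 (standard error 1.13, adjusted p = 8.28e-05). It was at 28.3, 27.9 and 382 CPM in IRF5 KO LPS DMSO replicates 1, 2 and 3, and WT was higher by 2.71 (standard error 0.91, adjusted p = 0.0215). Without IRF5 KO LPS DMSO replicate 1 or 2 this change was not called, with an adjusted p of up to 0.0731, and without replicate 3 it was 5.09. Nor was it called with only the groups compared in the fit (adjusted p = 0.103 from edgeR). Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) fell by 6.02 with defactinib (standard error 0.42, adjusted p = 4.11e-08) and was higher in WT than in IRF5 KO cells by 1.98 (standard error 0.35, adjusted p = 0.000307). In IRF5 KO cells it was at 601 ± 20.9 CPM (SD, n = 3) with DMSO and 1060 ± 35.4 CPM (SD, n = 3) with defactinib. With defactinib in WT cells Il1a changed by -3.87, Il1b by -3.02, Il23a by -3.53, Ccl3 by -3.12 and Ccl4 by -2.17, with adjusted p of 1.93e-05, 0.00209, 1.05e-05, 3.51e-07 and 2e-06, and Il1b by -4.60 without WT LPS defactinib replicate 3. Il12a, at 8.11 ± 2.23 CPM (SD, n = 3) in WT LPS DMSO, changed by -2.46 (standard error 0.95, adjusted p = 0.0381). It was not called without WT LPS DMSO replicate 1 or 2 or WT LPS defactinib replicate 1 or 2, with an adjusted p of up to 0.112, and it was -5.80 without WT LPS defactinib replicate 3. For IRF5, Ccl3 was higher in WT by 1.76 (adjusted p = 6.56e-05) and Ccl4 by 1.54 (adjusted p = 5.85e-05), differences of 1.76 and 1.57 being there before LPS. Il1a was higher by 1.16 (adjusted p = 0.0453), Il1b by 1.71 (adjusted p = 0.0437) and Il12a by 2.69 (adjusted p = 0.0286). These 3 calls did not hold with single libraries left out, with an adjusted p of up to 0.145 for Il1a and 0.155 for Il1b without IRF5 KO LPS DMSO replicate 2, and of up to 0.097 for Il12a without replicate 1. The call was lost without any 1 of 14 other libraries for Il1a and any 1 of 13 others for Il1b, and for Il12a also without IRF5 KO LPS DMSO replicate 2 or WT LPS DMSO replicate 1 or 2. Il23a was higher in WT by 0.50 (standard error 0.39, adjusted p = 0.296) and was not called, and it was called at 1.15 without IRF5 KO LPS DMSO replicate 3. In a direct comparison Il6 was lower in WT LPS defactinib than in IRF5 KO LPS DMSO by a log2 fold change of -4.60 (adjusted p = 0.0027), and of -2.23 without IRF5 KO LPS DMSO replicate 3. This call was lost with only the groups compared in the fit (adjusted p = 0.11 from edgeR).

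**Figure D2:**
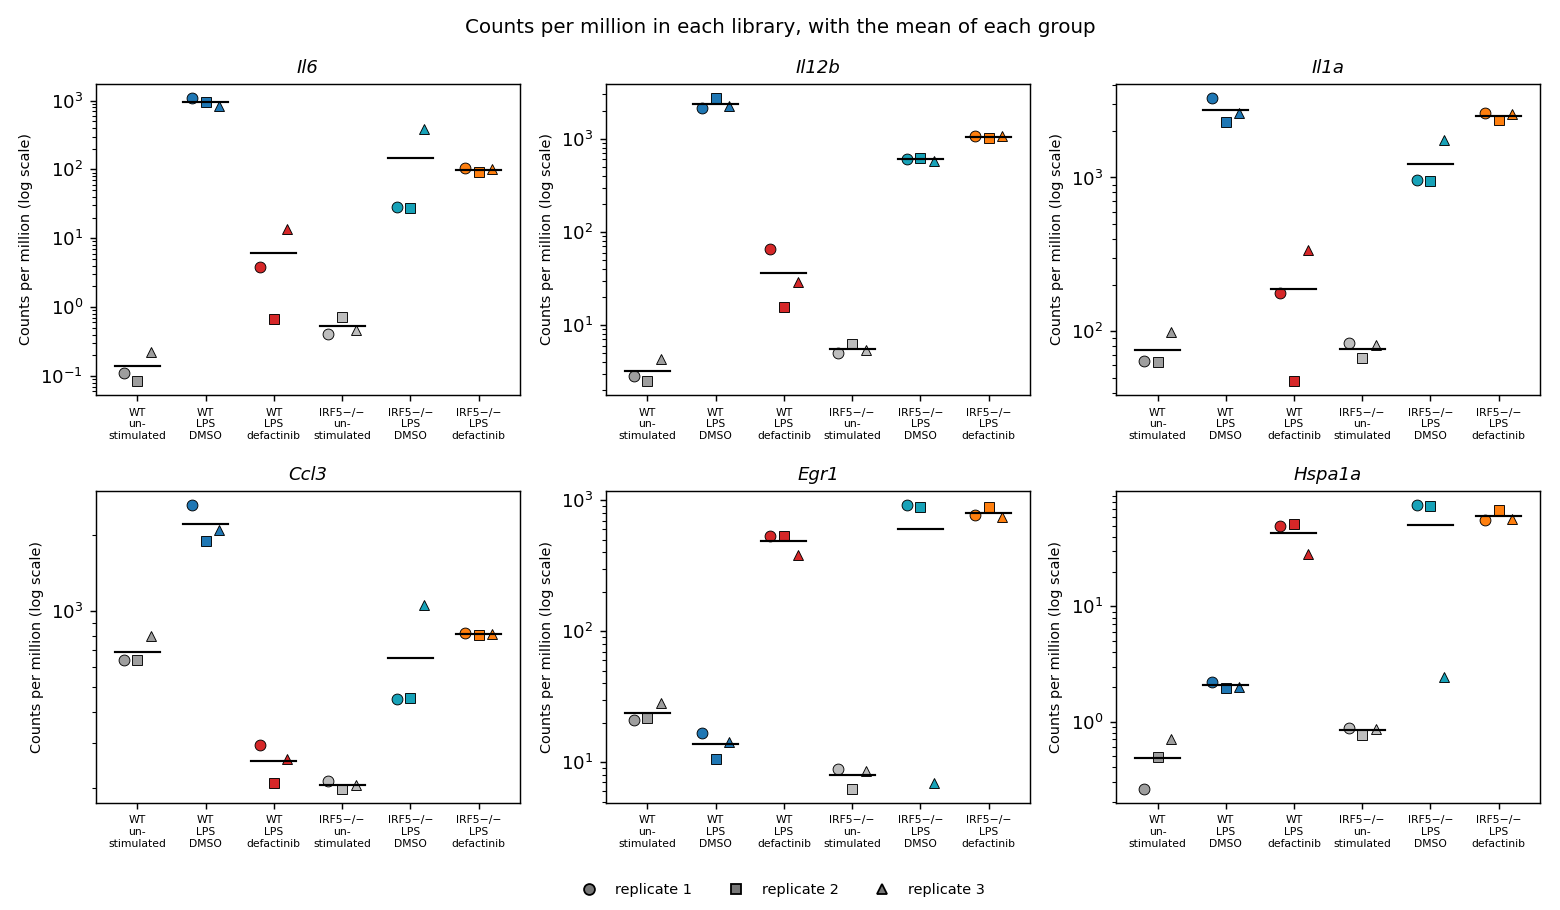
CPM of 6 genes in each library on a log scale, with 1 point per library, the replicate given by its shape and a line at the mean of each group of 3. Il12b lies at 601 CPM on average in IRF5 KO LPS DMSO, and its 3 replicates differ little, while replicate 3 stands apart from replicates 1 and 2 for Il6, Egr1 and Hspa1a.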

Interestingly, there was also a smaller overlap between IRF5 downregulated genes and defactinib upregulated genes, suggesting that the actions of IRF5 and defactinib are in direct opposition to each other.

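Of the genes downregulated by IRF5, 983 were called higher with defactinib in WT cells, 53.4% of them, with an odds ratio of 23.1, and 27 were called lower. The count was 571, 579, 563, 604, 613 and 613 when the WT LPS DMSO libraries were divided between the comparisons. Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) changed by 4.40 with defactinib in WT (standard error 0.80, adjusted p = 0.000316) and was lower in WT than in IRF5 KO cells after LPS, at -4.61 (adjusted p = 0.000292). Its level was 2.06 ± 0.125 CPM (SD, n = 3) in WT LPS DMSO and 75.3, 73.8 and 2.45 CPM in IRF5 KO LPS DMSO replicates 1, 2 and 3. Hspa1b, a close paralog of Hspa1a, changed by 3.85 and -3.82 in these comparisons, Ccno by 4.09 and -4.82, and Zfp651 by 4.54 and -4.38. Read pairs that align to both Hspa1 genes are in neither count, since the authors kept unique alignments. Egr1 changed by 5.13 with defactinib (standard error 1.01, adjusted p = 0.000574) and by -5.44 in WT against IRF5 KO cells (standard error 1.02, adjusted p = 0.000525). Among the genes in opposite directions, Cxcl10 fell by 5.31 with defactinib (adjusted p = 1.62e-07) and was higher in WT by 2.35 (adjusted p = 0.000117). Which of the overlaps is larger depends on the scaling, since the 1479 and 983 genes became 1048 and 1456 with library size alone and 1280 and 1282 after correction for GC content and gene length. From the overlaps in both directions, the paper proposes that IRF5 and defactinib act in opposition to each other.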

**Fig. 5:**
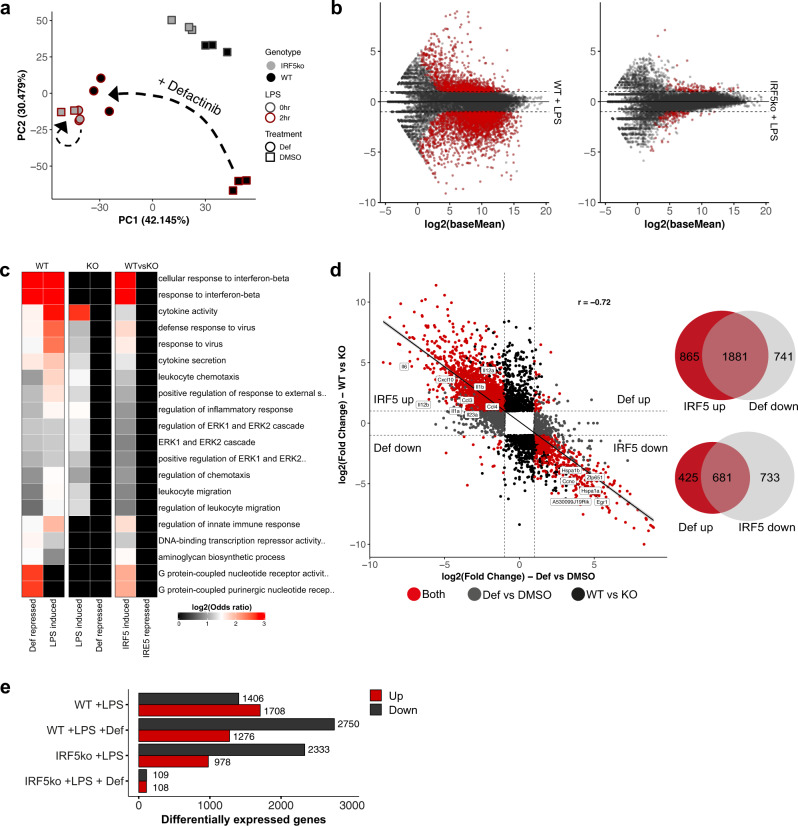
Defactinib inhibits IRF5-dependent gene expression. **a** PCA analysis of RNA-seq data from WT and Irf5^−/−^ pretreated with 3.5 μM defactinib (def) or DMSO control for 1 h and further stimulated with LPS for 0 or 2 h. **b** MA plots depicting the effect of defactinib on LPS-stimulated BMDMs from WT or IRF5^−/−^ mice. Differentially expressed genes (fold change > 1 and padj < 0.05) are highlighted in red. **c** GO enrichment analysis for differentially expressed genes (as in **b**). **d** Correlation analysis of IRF5 and defactinib regulated genes after 2 h LPS stimulation. Red indicates genes are differentially expressed (significance as in **b**) in both comparisons, genes regulated by IRF5 only (black), genes regulated by defactinib only (grey). Venn diagrams demonstrate the overlap between IRF5 and defactinib regulated genes. **e** Number of DE genes from RNA-seq.

### Defactinib reduces inflammation in mouse Hh/anti-IL10R-model of colitis

IRF5 activity in mononuclear phagocytes (MNPs) plays a critical role in the pathogenesis of intestinal inflammation and that mice deficient in IRF5 are protected from overblown colitis^8,9^. Here we explored if inhibition of PYK2 would also improve the intestinal immunopathology in a model of *Helicobacter hepaticus* infected and anti-IL-10R monoclonal antibodies administered (Hh+anti-IL10R) colitis, which is characterised by IL-23-dependent intestinal inflammation along with a robust T helper type 1/type 17 (Th1/Th17)-polarised effector T cell response^40^ (Supplementary Fig. 7a). As expected, Hh+anti-IL10R-infected mice developed inflammation in the colon after a week. However, intestinal pathology, as well as immune cell infiltrate, and PYK2 activation in colon tissue were reduced in the animals, which received defactinib (Fig. 6a–c and Supplementary Fig. 7b, c). We also observed attenuated induction of pro-inflammatory cytokines and chemokines^41^ in the colon of defactinib-treated Hh+anti-IL-10R infected animals (Fig. 6d). In response to defactinib, expression of *Il6, Tnf, I12b* and *Ccl4* was downregulated in all samples analysed: (1) colon tissue, (2) leucocyte-enriched colonic cells and (3) isolated colonic monocytes/macrophages (Supplementary Fig 7d). Interestingly, the reduction of *Ccl5* expression and an upward trend in *Il10* expression was only observed in isolated monocytes/macrophages, indicating that the production of these mediators by other cells may mask the effect of IRF5 pathway inhibition in macrophages (Fig. 6d).

**Fig. 6:**
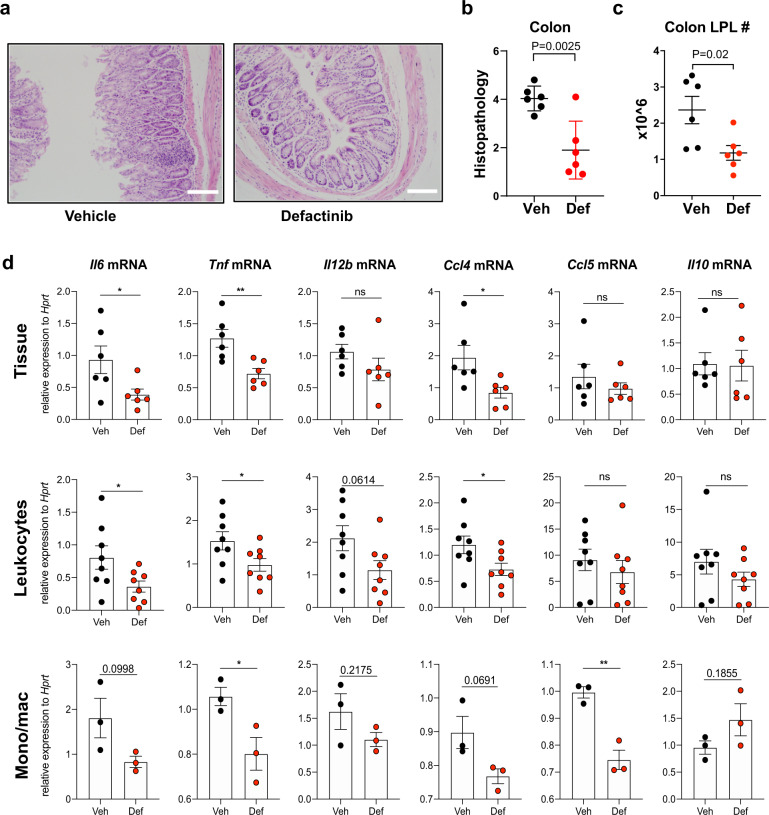
Defactinib reduces inflammation in Hh/anti-IL10R-model of murine colitis. **a** H&E staining of large intestine tissue sections. Scalebar depicts 100 µM. **b** histology scoring and **c** leucocyte content from *Hh*/anti-IL10R-treated mice, which received either vehicle or defactinib. Data in (**b**, **c**) shown as mean values ± SEM from *n* = 6 mice per condition. Statistical significance was calculated by a two-tailed unpaired *t*-test where *P* = 0.0025 for colon histopathology and *P* = 0.02 for leucocyte content. **d** Cytokine/chemokine mRNA expression levels in mouse colon tissue, leucocyte-enriched colonic cells, monocytes/macrophages from a vehicle or defactinib Hh/anti-IL10R treated mice. Data were shown as mean values ± SEM from *n* = 6-8 mice per condition for tissues and leucocytes. Samples were pooled to give *n* = 3 for monocytes/macrophages. Statistical significance was calculated by a two-tailed unpaired *t*-test (*P < 0.05 and **P < 0.01). Source data are provided as a Source Data file.

### Defactinib inhibits the production of inflammatory mediators by human monocyte-derived macrophages and UC biopsies

We next investigated whether PYK2 inhibition suppressed IRF5-dependent innate sensing and inflammatory response in human macrophages. Similar to our finding in mouse BMDMs, we saw robust inhibition of LPS-induced expression and production of IRF5-dependent cytokines in human monocyte-derived macrophages treated with defactinib at 0.5–5 μM concentrations, which did not affect cell viability (Fig. 7a, b and Supplementary Fig. 8a). Next, we tested the impact of PYK2 inhibition in biopsies derived from the colonic mucosa of patients with active ulcerative colitis by measuring cytokine production at concentrations not affecting cell viability in these samples (Supplementary Fig. 8b, c). We found elevated cytokine production in biopsies obtained from the sites of active inflammation in comparison to those from the adjacent non-inflamed colon. Incubation with increasing doses of defactinib significantly lowered IL6 and IL12p70, identified as part of a cassette of inflammatory molecules that mark anti-TNF-resistant IBD^42^ (Fig. 7c). We also observed a trend towards increased IL-10 production by the defactinib-treated biopsies, but production of IL1β appeared to be unaffected. Therefore, pharmacological inhibition of PYK2 effectively dampens intestinal inflammation.

**Fig. 7:**
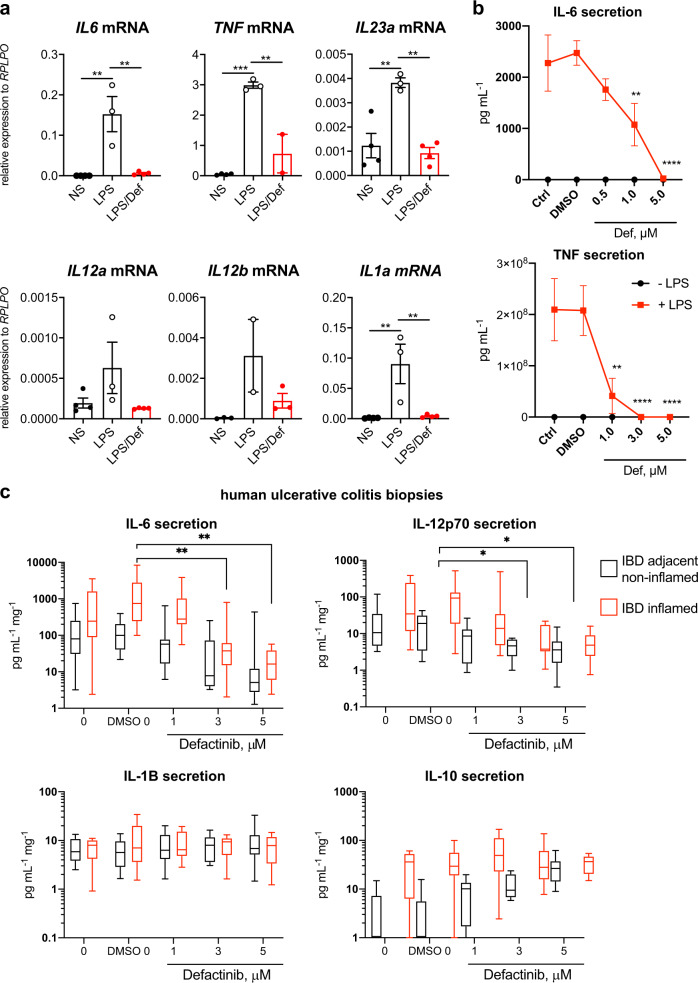
Defactinib inhibits the production of inflammatory mediators by human monocyte-derived macrophages and UC biopsies. **a** Cytokine mRNA expression levels in human monocyte-derived macrophages pretreated with defactinib (def, 5 μM) for 1 h followed by LPS stimulation (100 ng/ml) for 2 h. Data were shown as means ± SEM for *n* = 3–4 independent experiments. Statistical significance analysed by one-way ANOVA with Tukey’s correction where **P < 0.01 and ***P < 0.001. **b** Cytokine proteins levels in human monocyte-derived macrophages pretreated with various amounts of defactinib for 1 h, followed by stimulation with LPS (red) for 24 h. Error bars represent mean ± SEM for *n* = 3–4 independent experiments. Statistical significance analysed by two-way ANOVA with Tukey’s correction where significant differences relative to control are **P < 0.01 and ****P < 0.001. **c** Cytokine proteins levels in biopsies from ulcerative colitis patients from non-inflamed and inflamed tissues treated with defactinib at indicated concentrations per mg of tissue. Data were shown as means ± SEM for *n* = 10 human donors and analysed by two-way ANOVA where *P < 0.05 and **P < 0.01. Box–and- whisker plots represent the median, interquartile range (IQR) and minimum and maximum values. Source data are provided as a Source Data file.

## Discussion

IRF5 has arisen as an attractive therapeutic target for many inflammatory diseases, including IBD. However, its targeting via direct interference with expression or function has proven difficult so far. In search for kinases that might direct IRF5 activity, we identified PYK2 as a pivotal regulator of IRF5-dependent pro-inflammatory responses. PYK2 is known to mediate signal transduction in cells treated with Toll-like receptor (TLR) ligands^43^, although it has never previously been linked to IRF5. Here we show that PYK2 interacts with IRF5 and triggers its phosphorylation, nuclear translocation and binding to dedicated gene promoters. PYK2-deficient cells are impaired in LPS-induced IRF5-driven transcriptional programme.

Moreover, pharmacological inhibition of PYK2 with defactinib blocks IRF5 activity in in vitro assays and suppresses LPS-induced pro-inflammatory responses in primary mouse and human monocytes and macrophages. Finally, defactinib reduces pathology in murine colitis models and lowers cytokine production in inflamed colonic biopsies from human patients with ulcerative colitis.

In conclusion, we propose the following pathway involving Pyk2 and IRF5 in macrophages. Upon TLR4 stimulation by LPS or Dectin-1 stimulation by glucan, PYK2 is activated by phosphorylation at Tyr-402^30^. MyD88 is likely to be the essential linking adaptor between TLRs and PYK2/IRF5 complex as earlier studies have shown impairment of PYK2 activation in TLR ligand treated MyD88-deficient cells^30^. PYK2 autophosphorylation has been suggested to occur with the help of Src and possibly other kinases^44,45^. The recruitment of PYK2 to IRF5 upon Dectin-1 stimulation is likely to be Syk-dependent^46^. We show that PYK2 may phosphorylate IRF5 contributing to its activation and transcription of pro-inflammatory cytokines (Supplementary Fig. 9). Multiple sites of phosphorylation detected in IRF5, both serine and tyrosine, highlight the complexity of IRF5 activation and multiplicity of signalling pathways^11,19,47,48^.

Although serine phosphorylation has been shown to activate IRF5, little is known about the consequence of tyrosine phosphorylation of IRF5. Tyrosine phosphorylation on IRF5 has been shown in untreated p53^−/−^ tumour cells which disappeared with CPT-11 treatment^49^. Previously, phosphorylation on site Tyr-104 (human/mouse) by BCR-ABL kinase in chronic myeloid leukaemia cells has been linked to negative regulation of IRF5 transcriptional activity^33^. Our functional studies show that Tyr-104 has no effect on IRF5 transactivation. Lyn kinase has also been demonstrated to phosphorylate IRF5 at orthologues of Tyr-312 (human Tyr-329) and Tyr-334 (human Tyr-351) sites, but its kinase activity is dispensable for IRF5 inhibition^19^. Our study indicates that IRF5 is phosphorylated on several tyrosine sites in which Tyr-171 (human Tyr-172) is targeted by PYK2 and may be important for IRF5 activation.

A clear mechanistic interaction between PYK2 and IRF5, in macrophages, identified in this study, combined with an acceptable toxicological profile of PYK2 inhibitor defactinib shown in cancer clinical trials^50^, deserves a closer look from the therapeutic perspective. This is further supported by the data from another clinical study showing the efficacy of an inhibitor disrupting the MyD88-TRAF6 complex, which is upstream of PYK2^30^, in UC^51^.

We propose that defactinib is an attractive molecule for repurposing to treat patients with ulcerative colitis^8,9^ and with other inflammatory conditions, such as arthritis^41,52^ acute lung injury^41^ and atherosclerosis^53^, in which IRF5 function in macrophages has been intimately linked to pathogenicity. It may even prove useful in dampening lung inflammation in the severe COVID 19 patients, whose lungs are filled with monocyte-derived macrophages expressing high levels of IRF molecules, including IRF5^54^.

## Methods

### Animals

Mice were bred and maintained under specific pathogen-free (SPF) conditions in accredited animal facilities at the University of Oxford. All procedures were conducted according to the Operations of Animals in Scientific Procedures Act (ASPA) of 1986 and approved by the Kennedy Institute of Rheumatology Ethics Committee. Animals were housed in ventilated cages at a constant temperature (20–23.3 °C) with a 12 h dark/light cycle, with food and water ad libitum. Male C57BL/6 J mice (stock no. 000664) aged 8–11 weeks were purchased from the University of Oxford BMS.

### Plasmids

Expression constructs encoding full-length IRF5 (v3/v4) and IRF5 truncation mutants with Strep-tag at the N-terminus were previously described^55^. Full-length PYK2 and deletion mutants with Myc tag at the N-terminus were generated by VectorBuilder. Site-specific PYK2 tyrosine mutants with a Flag tag were generated by VectorBuilder. Myc-tagged candidate IRF5 kinases were cloned in the pEAK8-myc vector. The lentiCas9-v2 plasmid for HOXB8 transfections was a gift from Feng Zhang (Addgene plasmid #52961). Constructs encoding TNF-luciferase, pRL-TK Renilla and pBent empty vector were previously described^55^. The NFkB-luciferase was cloned in the pGL3-Promotor vectors (Promega) and the ISRE-luciferase plasmid (pGL4.45 [luc2P-ISRE-Hygro]) was purchased from Promega.

### Cell culture

RAW264.7 and 293 TLR4/CD14/MD-2 cells were cultured in DMEM (Lonza) supplemented with 10% FBS (Gibco) and 1% Pen/Strep (Lonza). Bone marrow cells were extracted from wild-type mice and cultured with recombinant GM-CSF (20 ng/mL; Peprotech). On day 8, adherent cells were replated and stimulated with either LPS (100 ng/mL, Enzo) or whole glucan particles (100 μg/mL, Invivogen).

Human monocytes were isolated from leucocyte cones of healthy blood donors. Peripheral blood mononuclear cells (PBMC) were enriched by Ficoll gradient. Monocyte-derived macrophages were generated using adherence method selection and GM-CSF differentiation. Whole PBMC (50 × 10^6^) were plated in RPMI-1640 medium for 90 min. After two washes with PBS, adherent monocytes were differentiated into macrophages over 5 days in the presence of 50 ng/mL GM-CSF (Peprotech) in RPMI supplemented with 10% foetal calf serum (FCS) (Sigma-Aldrich), 100 U/mL penicillin, 100 mg/mL streptomycin, 30 mM HEPES and 0.05 mM β-mercaptoethanol.

Hoxb8 macrophage progenitors were a gift from the Sykes Lab (Harvard Medical School). Progenitors were cultured in RMPI-1640 medium (Lonza) supplemented with 10% FBS (Gibco), β-mercaptoethanol (30 mM; Life Technologies), recombinant GM-CSF (10 ng/ml; Peprotec) and β-estradiol (1 μM; Sigma-Aldrich). To differentiate into macrophages, progenitors were washed three times with RPMI-1640 medium to remove the β-estradiol and incubated in complete RPMI-1640 medium supplemented with 10% heat-inactivated FBS, 30 uM β-mercaptoethanol and 20 ng/mL GM-CSF and incubated for 4 days. All cells were incubated in a 5% CO_2_ humidified atmosphere at 37 °C.

### RNA extraction and quantitative real-time PCR

Total RNAs were isolated from cells using RNeasy Mini Kit (Qiagen) and reverse transcribed to cDNA using High-Capacity cDNA Reverse Transcription Kit (Life Technologies) as per the manufacturer’s protocol. RNA from sorted cells was isolated utilising the RNeasy Micro kit (Qiagen). Real-time PCR reactions were performed on a ViiA7 system (Life Technologies) with Taqman probes (Supplementary Table 1). Gene expression was analysed using the comparative Ct (ΔΔCt) method and normalised against *Hprt* levels or *RPLPO* levels for mouse or humans, respectively.

### RNA-sequencing analysis

Libraries were sequenced on Illumina HiSeq4000 yielding >40 × 10^6^ 150 bp paired-end reads per sample. These were mapped to the mm10 genome using STAR^56^ with the options: ‘–runMode alignReads –outFilterMismatchNmax 2.’ Uniquely mapped read pairs were counted over annotated genes using featureCounts^57^ with the options: ‘-T 18 -s 2 -Q 255.’ Differential expression was then analysed with DESeq2^58^ and genes with fold changes >2 and false discovery rates (FDRs) < 0.05 were deemed to be differentially expressed. Variance stabilised (VST) counts for all DESeq2 differentially expressed genes, likelihood ratio test, false discovery rates (FDRs) < 0.05, were used for dimensionality reduction. For direct comparisons genes with fold changes >2 and FDR <0.05 were deemed to be differentially expressed. Gene set enrichment analysis was performed using one-sided Fisher’s exact tests (as implemented in the ‘gsfisher’ R package https://github.com/sansomlab/gsfisher/).

### Measurement of cytokine production

Mouse serum cytokine concentrations were analysed by ELISA (Mouse IL12p70, #DY419-05) and Cytometric Bead Array (IL6 #558301, IL1β #560232, BD Biosciences) as per manufacturer’s instructions. IL1β, IL6 and IL12p70 concentration in Human biopsy or cell culture supernatants was measured by Cytometric Bead Array (IL1β#558279, IL6# 558276 and IL12p70#558283). IL-10 concentration in human intestinal biopsy supernatants was measured by ELISA (#DY217B-05, R&D systems). TNF was measured in human monocyte-derived macrophage culture supernatants by ELISA (#DY210-05, R&D systems). All cytokine detection was performed according to the manufacturer’s instructions.

### Western blots

Cells were lysed in 1% TX-100 lysis buffer (1% v/v TX-100, 10% v/v glycerol, 1 mM EDTA, 150 mM NaCl, 50 mM Tris pH 7.8) supplemented with protease inhibitor cocktails (Roche). Lysates were incubated on ice for 30 min and cleared by centrifugation at 17,000 × *g* for 10 min at 4 °C. Protein quantification was performed with the Qubit assay (Thermo Fisher Scientific) according to the manufacturer’s protocol. About 10 μg of lysates were boiled in Laemmli sample buffer (Bio-Rad), resolved on a NUPAGE 4–12% Bis-Tris gel (Invitrogen), and transferred onto a PVDF membrane (GE Healthcare) by wet western blotting. Antibodies for western blotting can be found in Supplementary Table 2. Complexes were detected with the chemiluminescent substrate solution ECL (GE Healthcare).

### Subcellular fractionation

Cell pellets were lysed in cytoplasmic lysis buffer (0.15% NP-40, 10 mM Tris pH 7.5, 150 mM NaCl), incubated on ice for 10 min and layered on top of cold sucrose buffer (10 mM Tris pH 7.5, 150 mM NaCl, 24% w/v sucrose). The lysate was centrifuged at 17,000 × *g* for 10 min at 4 °C and the supernatant was collected as the cytosolic fraction. The nuclear pellet was lysed in RIPA buffer (150 mM NaCl, 1% NP-40. 0.5% Na-DOC, 0.1% SDS, 50 mM Tris pH 8.0) and sonicated on the Biorupter sonicator (ten cycles of 30 s on/30 s off), followed by centrifugation at 17,000 × *g* for 5 min at 4 °C. The supernatant was collected as the nuclear fraction.

### Immunoprecipitation

About 1 × 10^7^ million cells per immunoprecipitation were seeded and incubated overnight. Media was replaced with serum-free media for 1 h, followed by LPS stimulation at indicated timepoints. Whole-cell extracts were prepared with 1% TX-100 lysis buffer as described above. Lysates were precleared with 100 μL TrueBlot Anti-Rabbit Ig IP beads (eBioscience) by rotating. Samples were incubated with 2 μg antibody for 2 h, followed by 100 μL IP beads (50% slurry) by rotating overnight. Immunoprecipitates were washed three times with IP wash buffer (1% NP-40, 150 mM NaCl, 1 mM EDTA, 20 mM Tris-HCl, pH 8) and eluted by boiling the samples for Laemmli sample buffer (Bio-Rad). Eluates were collected from the beads by centrifugation and resolved on a NUPAGE 4–12% Bis-Tris gel (Invitrogen).

### Generation of Pyk2 and IRF5 CRISPR knockouts

About 5000 RAW264.7 cells/well were seeded in 96-well plates and infected the next day with PTK2B (ID:MM0000145196), and IRF5 (ID:MM0000200177) lentiviral particles (pLV-U6g-EPCG) provided by Sigma. Cells were transduced at a multiplicity of infection (MOI) of 10 in medium containing polybrene (8 μg mL^−1^) and spun at 1500 × *g* for 1 h. After overnight incubation, media was replaced with fresh media, and selected with 4 μg mL^−1^ puromycin (InvivoGen) for 2 weeks.

Hoxb8 macrophage progenitors were transduced with lentiCas9-v2 lentivirus targeting exon 2 of Irf5 (ID: ENSMUSG00000029771, gRNA ACCCTGGCGCCATGCCACGAGG) and exon3 of PYK2 (ID: ENSMUSG00000059456, gRNA CCCTATTCGCCCACTCAGG). Briefly, the lentiCas9-v2 lentivirus were produced from HEK-293FT cells transfected with the lentiCas9-v2 plasmid mixed at a 2:1:1 DNA ratio of the lentiviral packaging plasmids pMD2.G (Addgene plasmid #12259) and psPAX2 (Addgene plasmid #12260) at a 2:1:1 ratio. Media was replaced 16 h post-transfection. Two days post transfection, the lentivirus containing mediums were harvested, filtered and added onto Hoxb8 macrophage progenitor cells at a final concentration of 8 ug/ml polybrene. Transduced cells were allowed to grow for additional 4 days and selected with 6 ug/ml Puromycin for the targeted knockout of Irf5 and Pyk2.

### Chromatin Immunoprecipitation

About 1 × 10^7^ million cells per ChIP were seeded and incubated overnight. GM-BMDMs cells were pretreated with defactinib or DMSO vehicle for 1 h, followed by LPS (100 ng/ml) for 2 h. RAW264.7 cells were stimulated with LPS (500 ng/ml) for 2 h. Cells were fixed in formaldehyde, quenched with Tris pH 7.5 and washed in PBS. After centrifugation, cells were lysed for 10 min in LB1 buffer (50 mM Hepes-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.5% NP-40, 10% glycerol, 0.25% Triton X-100) supplemented with proteases inhibitors. Nuclei were pelleted at 1350 × *g* and resuspended in LB2 buffer (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) for 10 min. Nuclei were pelleted at 1350 × *g* and resuspended in LB3 buffer (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% Na-Lauroylsarcosine). Samples were sonicated with a Bioruptor (Diagenode) for eight cycles (GM-BMDMs) or ten cycles (RAW264.7). Lysates were immunoprecipitated with 5 μg of anti-IRF5 (ab21689; Abcam), anti-RNA Polymerase II (MMS-128P; Biolegend) or Rabbit Anti-Mouse IgG (ab46540; Abcam). Immunoprecipitated DNA was purified with the PCR Purification Kit (Qiagen). qPCR analysis was carried out in duplicates and represented as % input. Primer sequences can be found in Supplementary Table 1.

### Kinase inhibitors screening and luciferase reporter assay

RAW264.7 cells were seeded in eighteen 96-well plates at 50,000 cells/well a day before transfection as described above. One hour prior to LPS treatment, cells were treated with 10 uM of inhibitors in quadruplicates. For experiment wells (*n* = 4 for each inhibitor set AG-AK, total amounts for 16 plates (AG-AJ1-4)—80 wells per plate and two plates (AK1,2-3,4)– 96 wells per plate) 21 ml of Opti-Mem (Gibco) was mixed with DNA: 50 μg of pBent-HA-IRF5, 50 μg of pGL3-5′3TNF-luc and 25 μg of pEAK8-Renilla, vectors described in refs. ^24,59^. About 5 ml of Opti-Mem mixed with 200 μl of Plus reagent was added to the DNA solution and incubated for 5–15 min. Then, 5 ml of Opti-Mem was mixed with 500 μl of Lipofectamine LTX reagent, added to the DNA/Plus solution and incubated for 30 min. For controls (amount for four plates—two 4 well-rows each), 800 μl of Opti-Mem was mixed with DNA: 2 μg of pBent-HA-IRF5 or pBent2-empty, 2 μg of pGL3-5′3′-TNF-luc and 1 μg of pEAK8-Renilla. About 200 μl of Opti-Mem mixed with 8 μl of Plus reagent was added to the DNA solution and incubated for 5–15 min. Then, 200 μl of Opti-Mem was mixed with 20 μl of Lipofectamine LTX reagent, added to the DNA/Plus solution and incubated for 30 min. To transfect cells, 20 μl of the DNA/transfection reagent mix was added per well. Next day (after ~16–18 h), cells were pre-incubated for 1 h with 20 μl of inhibitor (or 1% DMSO to control wells) in serum-free DMEM (final conc. 0.1, 1 or 10 μM in 1% DMSO). Then, 1 μg/ml of LPS was added to the cells and 6 h later the culture medium was and the plate-bound cells were kept frozen (−20 °C). Cells were lysed using the Dual-Glo Luciferase Assay kit (Promega) according to the manufacturer’s protocol and analysed in a FLUOstar Omega microplate reader (BMG Labtech). Raw firefly luciferase activities (or values normalised against Renilla luciferase activities) in wells incubated with the kinase inhibitors were divided by the luciferase activity values in the control wells (DMSO vehicle only, cells expressing IRF5 and stimulated with LPS) and expressed as part of a whole or a percentage of IRF5 reporter activity (which was 1 or 100% in cells treated with DMSO only).

### Kinase assays

293 ET cells were plated at 250,000 cells/well in six-well plates and a day later were transfected with 1 μg of pBent2-HA-IRF5 and 1 μg of plasmid encoding one of the myc-tagged candidate IRF5 kinases using Lipofectamine2000^TM^ (Life technologies) according to the manufacturer’s protocol. The cell lysates were subjected to kinase assays using a modification of an established protocol^60^. Cells were washed in PBS and lysed on the ice in kinase reaction buffer (20 mM HEPES pH 7.5, 137 mM NaCl, 0.5 mM EGTA, 25 mM MgCl2, 0.2% Triton X-100, 10% Glycerol) with added protease (EDTA-free! complete-mini protease inhibitor cocktail, Roche, #11836170001) and phosphatase inhibitors (phosphatase inhibitor cocktail II, Sigma, #P5726). About 2 mM of TCEP (#C4706, Sigma), 1 mM of GTP (#G8877, Sigma) and 50 μM S-γ-ATP (ab138911, Abcam) was added sequentially to lysing samples. The reactions were mixed by vortexing and kept a rocking surface for 1 h at 37 °C. The reactions were stopped by adding 50 mM EDTA and moving them on ice. p-Nitrobenzyl mesylate (PNBM, ab138910, Abcam) was dissolved in DMSO to 50 mM. PNBM working solution was prepared by adding 5 μL of deionized water five times mixing after each addition to 25 μL of the PNBM stock, and then was added 1/10 to kinase reactions (at 2.5 mM), which were further incubated for 2 h at room temperature. The bulk of the reactions were subjected to immunoprecipitations using anti-thiophosphate-ester antibody (1 μg per reaction, ab92570, Abcam) and Protein G Sepharose 4 Fast Flow Media (#11524935, GE Healthcare) to pull down phosphorylated IRF5. The rest of the reactions and the pull-downs were mixed with SDS PAGE loading buffer and subjected to SDS PAGE following Western blotting.

### Mass spectrometry analysis

IRF5 was immunoprecipitated from LPS-stimulated WT and PYK2 KO RAW264.7 cells (5 × 10^7^ cells) as described in the immunoprecipitation section. Eluents were subjected to in-solution digestion as described previously^61^. In brief, samples were reduced and alkylated before double precipitation with Chloroform/Methanol as described in ref. ^62^. Protein pellets were resuspended in 50 µL 6 M urea for solubilisation. The samples were diluted to 1 M Urea in 100 mM Tris buffer for tryptic digest. Following overnight digestion, peptides were acidified with 3% Formic acid and desalted with solid-phase extraction Sola cartridges (Thermo). Peptides were eluted with 600 uL glycolic acid solution (1 M glycolic acid, 80% acetonitrile, 5% trifluoroacetic acid). Phospho-peptide enrichment was performed using a TiO_2_ protocol as described in ref. ^63^ with eluates from the Sola cartridges adjusted to 1 mL with 1 M glycolic acid solution and incubated for 5 min with 50 uL TiO_2_ bead slurry solution. Bead washes (200 uL) were carried out as previously described. In short, beads were sequentially washed with 200 uL glycolic acid solution, ammonium acetate solution (100 mM ammonium acetate in 25% acetonitrile) and 10% acetonitrile solution repeated in triplicate. Phospho-peptides were eluted, following incubation for 5 min at room temperature with 50 ul ammonia solution (5%) and centrifuged, this was repeated in triplicate. The three eluate fractions were combined and dried using a SpeedVac and pellets were stored at −80 °C until analysis. For analysis by nano-liquid chromatography-tandem mass spectrometry (nLC-MS/MS), a Dionex UHPLC system coupled to an Orbitrap Fusion Lumos mass spectrometer was used as described previously^64^. Raw MS files were subjected to processing using PEAKS (version 8.5) software and searched against the UniProtSP (P56477) Mus Musculus database. Searches included the data refine, denovo PEAKS and PEAKS PTM modes, the latter of which included phosphorylation on Ser (S), Thr (T) and Tyr (Y) residues.

### *Helicobacter hepaticus*-induced colitis model

Male mice aged 8–11 weeks were free of known intestinal pathogens and negative for Helicobacter species. Animals from each experimental group were cohoused. On days 0, 1 and 2, mice were injected i.v. with 1 mg/kg defactinib or vehicle (5% DMSO, 2.5% Solutol HS (Sigma), 2.5% absolute ethanol, 90% Dulbecco’s PBS). Daily, starting from day 3, mice were injected i.p. with 5 mg/kg defactinib or vehicle. 30 min after the initial i.v. injection, mice were infected with 1 × 10^8^ colony forming units Hh on days 0 and 1 by oral gavage with a 22 G curved, blunted needle (Popper & Sons). Mice were injected intraperitoneally once on day 0 with 1 mg anti-IL10R blocking antibody (clone 1B1.2). Infected mice were monitored daily for colitis symptoms. Mice were euthanized with CO_2_ at d7 post infection, and organs were harvested for analysis. Experimental groups consisted of 5–7 co-housed mice and were blinded to the researchers.

### Isolation of lamina propria leucocytes

Colons and/or caeca were harvested from mice, washed in PBS/BSA and content flushed with forceps. Intestines were then opened longitudinally and washed once more before blotting to remove mucus. Gut tissue was then cut into 1 cm long pieces and placed in a 50 mL centrifuge tube (Greiner) in ice-cold PBS + 0.1% BSA. Colons were incubated two times at 300×*g* in 40 mL HBSS + 0.1% BSA + 1% Penicillin-Streptomycin (PS, Lonza) + 5 mM EDTA (Sigma-Aldrich) at 37 °C for 10 min before the supernatant was aspirated. Tissue was placed in 40 mL PBS + 0.1% BSA + 1% PS for 5 min. Intestines were then incubated with 20 mL RPMI + 10% FCS + 1% PS + 2.5 U/mL Collagenase VIII (Sigma-Aldrich) + 2 U/mL DNAse I (Roche), shaking for 45 mins–1 h at 37 °C. Supernatant was filtered through a 70-μm-cell strainer to which 30 mL of ice-cold PBS + 0.1% BSA + 1% PS + 5 mM EDTA was added to ablate collagenase/DNase activity. Cells were washed in 30 mL PBS/BSA before filtering once more through a 40-μm-cell strainer. The cells were then pelleted by centrifugation at 400 rcf for 10 min at 4 °C and resuspended in 1 mL RPMI + 10% FCS + 1% PS before counting.

### Flow cytometry

CBA quantification of cytokine levels were performed on a FACSCanto II (BD) and analysed using Flowjo (Treestar Inc.). Acquisition of mouse samples was performed using either LSR II or Fortessa X20 flow cytometers with FACSDiva (BD), followed by analysis in Flowjo (Treestar Inc.). Gating strategy in Fig. S7d.

### Extracellular labelling of cells

About 5 × 10^5^–2 × 10^6^ cells were plated on U-bottom 96-well plates. Cells were washed twice with 150 μL FACS buffer (PBS + 0.1% BSA + 1 mM EDTA + 0.01% Sodium Azide) at 400 rcf for 3 min 4 °C. Cells were then Fc blocked for 10 min with αCD16/CD32 (BD) 1/100 in 20 μL FACS buffer at room temperature (RT) followed by washing once in 150 μL FACS buffer. Fixable Viability Dye eFluor780 (ThermoFisher) and primary extracellular antibodies (Supplementary Table 1) were added for 30 min at 4 °C in 20 μL FACS buffer in the dark. Labelled cells were then washed twice with 150 μL FACS buffer. Cells were then fixed for 30 min in 50 μL Cytofix (BD), washed twice with 150 μL FACS buffer and resuspended in 200 μL FACS buffer before acquisition.

### FACS sorting

Colon lamina propria cells were prepared as described above. A small aliquot of each sample was stored in RNAlater (Sigma-Aldrich) for further processing. Two to three samples were pooled in order to gain sufficient numbers for sorting. The cells were labelled as described above with the antibodies in Supplementary Table 3, except no fixation step was performed. Labelled cells were washed twice with 1 mL FACS buffer and resuspended in 500 uL FACS buffer containing DNAse I (10 ug/mL, Roche). Sorting of the cells was performed into 500 uL RNAlater on FACSAria III (BD Biosciences) at the Kennedy Institute of Rheumatology FACS facility.

### Culture of UC patient colonic mucosal biopsies

Intestinal pinch biopsies were obtained from Ulcerative Colitis patients registered in the Oxford IBD Cohort, attending the John Radcliffe Hospital Gastroenterology Unit (Oxford, UK). This cohort comprises 1896 patients with UC, median age 31 at diagnosis, treated with biological therapy (23%) or conventional steroids/immunomodulators (77%) for active disease, in addition to mesalazine. Biopsies were collected during routine endoscopy. Informed, written consent was obtained from all donors. Human experimental protocols were approved by the NHS Research Ethics System (Reference numbers: 16/YH/0247). Biopsies were washed in PBS and transferred into wells containing RPMI-1640 + 10% FCS + 20 μg/mL G418 (Thermo Fisher) + 20 U/mL Pen/Strep and cultured for 24 h.

### UC biopsy viability assessment

Biopsies were fixed in 4% PFA in PBS (#30525-89-4, Santa Cruz) for 24 h at RT and transferred to 70% ethanol. Fixed biopsies were then dehydrated and embedded in paraffin blocks, and 5 μm sections were cut. Embedding and sectioning of tissues was carried out by the Kennedy Institute of Rheumatology Histology Facility (University of Oxford). The viability of intestinal biopsies was measured by TACS TdT in situ (Fluorescein) TUNEL assay (#4812-30-K, R&D systems) according to the manufacturer’s instructions. Sections were then mounted in Glycerol Mounting Medium with DAPI and DABCO (#ab188804, Abcam) and cover-slipped. Images of three non-sequential sections per sample were acquired. Three images per section were acquired at 20x magnification using a BX51 microscope (Olympus). To generate the apoptotic index, the total cell number was enumerated by counting DAPI^+^ and TUNEL(FITC)^+^ cells in ImageJ, and calculating the percentage of total cells that were TUNEL^+^.

### Histopathological assessment

Following euthanasia, 0.5 cm pieces of caecum, and proximal, mid and distal colon were fixed in PBS + 4% paraformaldehyde (Sigma-Aldrich). Fixed tissue was embedded in paraffin blocks, and sectioned using a microtome and stained with Haematoxylin and Eosin (H&E) by the Kennedy Institute of Rheumatology Histology Facility (Kennedy Institute of Rheumatology, University of Oxford). Sections were scored in a blinded manner by two researchers according to ref. ^65^.

### Cell viability

About 50,000 cells/well were seeded and incubated overnight. Cell viability was assessed using the Promega CellTiter-Glo Luminescent kit per the manufacturer’s protocol and luminescence was measured in a FLUOstar Omega microplate reader (BMG Labtech) on the MARS Data analysis software. Samples were tested in triplicate and normalised to untreated wells.

### Protein isolation from colon tissue

About 1.5 ml Bioruptor Microtubes were filled with 250 mg of Protein Extraction Beads (Diagenode) and filled with RIPA buffer (supplemented with protease and phosphatase inhibitors). Ten micrograms of tissue were added to the tubes and vortexed briefly. Tubes were sonicated on the Biorupter Pico with 30 s ON/30 s OFF for six cycles at 4 °C. After every two cycles, tubes were vortexed. The supernatant was transferred to a new tube and centrifuged at 17,000 × *g* for 10 min at 4 °C. The supernatant was transferred to a new tube and 80 μg of lysate was used for immunoblot analysis.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the GEO database under accession code GSE141082. The proteomics data and MS raw files have been deposited to Proteome Xchange Consortium via the PRIDE^66^ partner repository with the dataset identifier PXD014033. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Defactinib inhibits PYK2 phosphorylation of IRF5 and reduces intestinal inflammation
**Source:** Nat Commun. 2021 Nov 18;12:6702. doi: 10.1038/s41467-021-27038-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **Defactinib inhibits PYK2 phosphorylation of IRF5 and reduces intestinal inflammation**

Grigory Ryzhakov, Hannah Almuttaqi, Alastair L. Corbin, Dorothée L. Berthold, Tariq Khoyratty, Hayley L Eames, Samuel Bullers, Claire Pearson, Zhichao Ai, Kristina Zec, Sarah Bonham, Roman Fischer, Luke Jostins-Dean, Simon P.L. Travis, Benedikt M. Kessler and Irina A. Udalova

## **Supplementary Information**

## Supplementary Figure 1

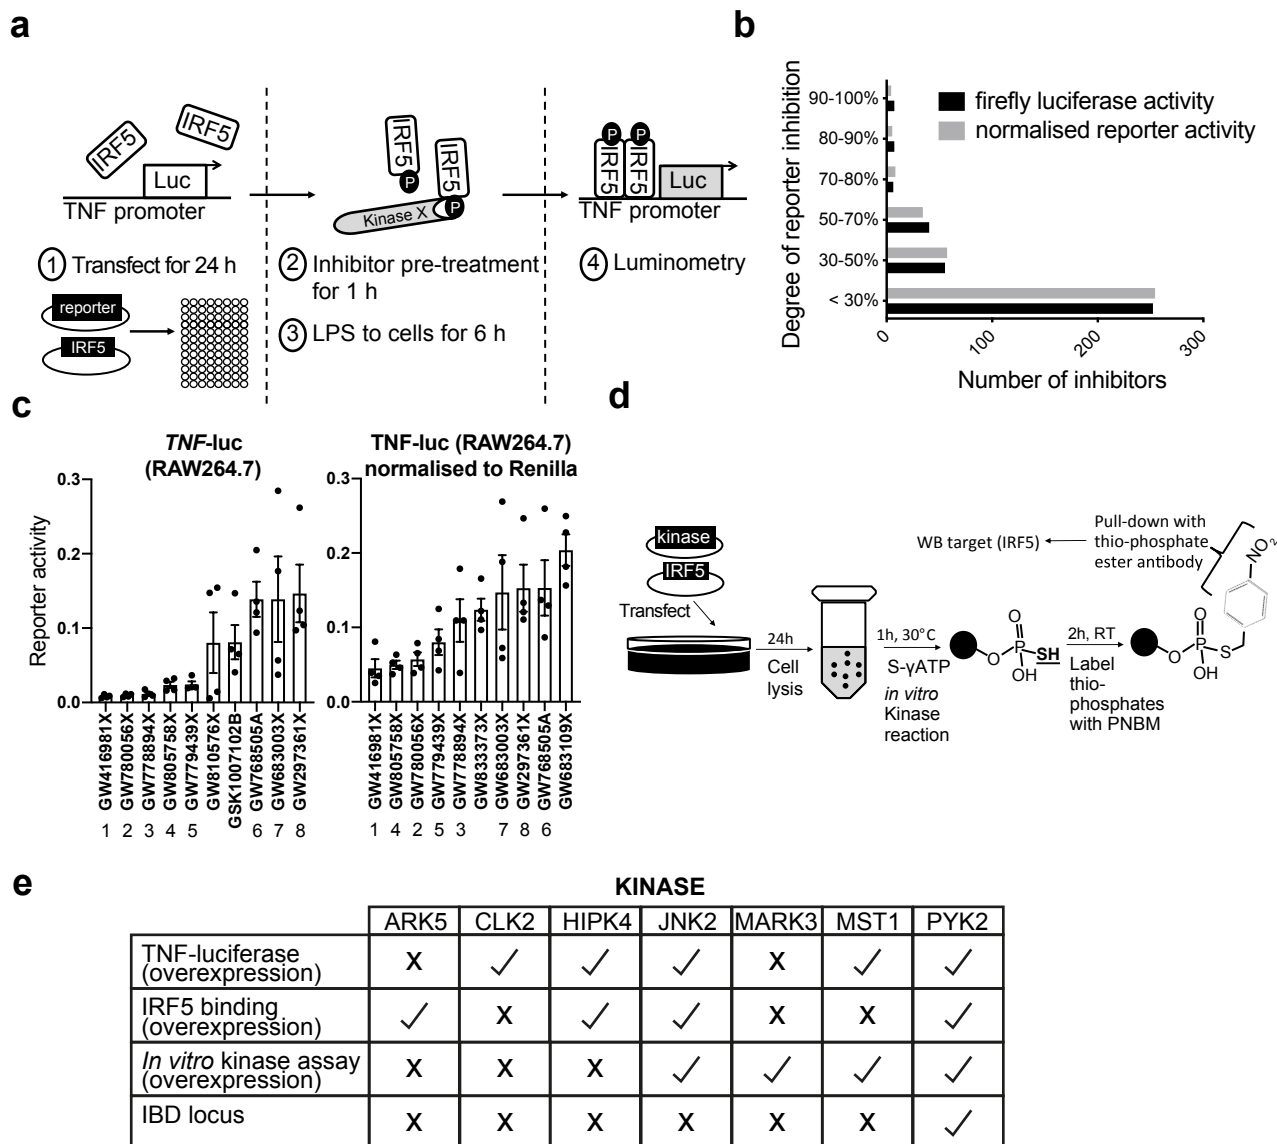

**Supplementary Fig. 1. Screening and validation assays to identify novel IRF5 kinases.** (a) A scheme of small molecule screening for candidate IRF5 kinases. RAW cells were transfected with plasmids encoding for IRF5 and TNF-luciferase reporter as well as constitutively expressed Renilla luciferase. (1) 24 hrs after transfection cells were pre-treated with a library of inhibitors (four replicate wells per inhibitor) for 1hr (2) and stimulated with 1 µg/mL of LPS for 6 hrs (3) before lysing cells for luminometry. (b) Stratification of the kinase inhibitors used in the screen based on the degree of IRF5 reporter inhibition. The numbers are shown based on activities of the firefly luciferase reporter, raw values or normalised to Renilla luciferase activities to account for non-specific impact of cell viability. Out of 365 molecules, 57 inhibited IRF5 reporter activity by 30-50%, 34 – 50-70%, 8 – 70-80%, 5 – 80-90% and 4 by >90% (the normalised activity readout). (c) Activities of top 10 IRF5 reporter inhibitors are shown where the dataset was analysed based on raw firefly luciferase or normalised to Renilla values. The compounds indicated with numbers are in top 10 independently of normalisation. To calculate reporter activity luciferase values (raw or normalised to Renilla) in wells incubated with kinase inhibitors were divided by the luciferase activity values in the control wells (DMSO vehicle only, cells expressing IRF5 and stimulated with LPS). Data presented as mean values ±SEM from n=4 independent experiments. (d) A scheme of a modified-ATP based IRF5 kinase assay. Cells co-expressing HA-tagged IRF5 with either of the candidate kinases were lysed and incubated with S-γ-ATP. The newly-produced phosphate groups were further labelled using a reaction with PNBM and the modified proteins were pulled down using anti-thiophosphate ester antibody. Diagram drawn by authors. (e) Table summarising functional validation of candidate kinases related to Fig. 1b-d. Source data are provided as a Source Data file.

## Supplementary Figure 2

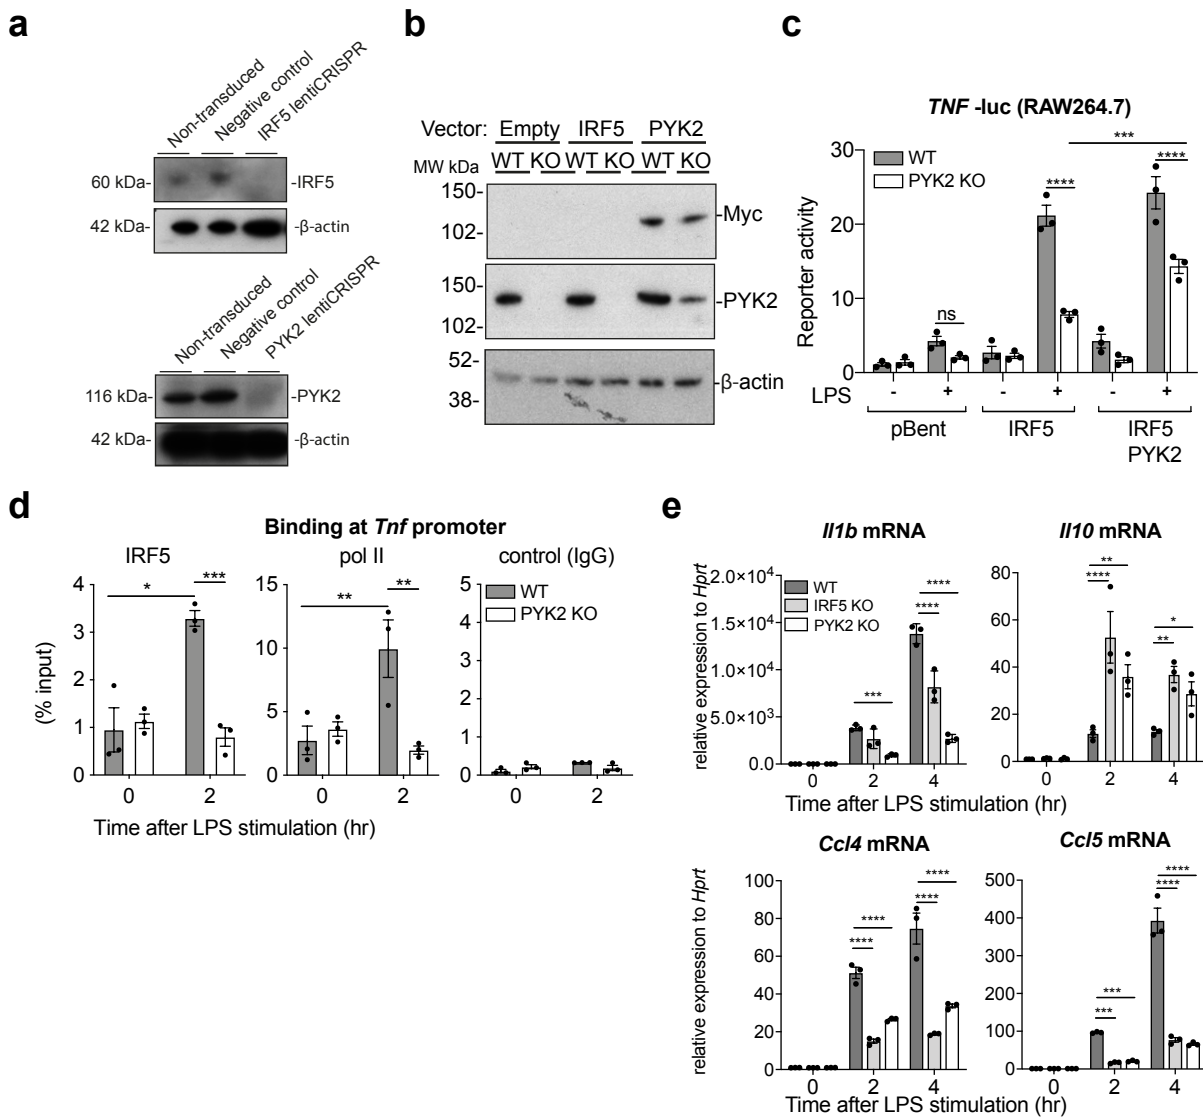

**Supplementary Fig. 2. PYK2 knockout in RAW264.7 macrophages and IRF5 activation.** (a) Western blot analysis of PYK2 and IRF5 expression in RAW 264.7 cells transfected with control, PYK2 or IRF5 CRISPR-based knockout constructs. (b) Immunoblot analysis for restoring PYK2 expression in PYK2 deficient RAW264.7 cells. Representative blots from three independent experiments are shown for (a-b). (c) TNF-luciferase activity in WT and PYK2 KO RAW264.7 cells co-transfected with pBent2-Empty, HA-IRF5, or Myc-PYK2 along with TNF-firefly Luc and pRLTK-Renilla Luc. Cells were stimulated with LPS (1  $\mu$ g/ml) or left untreated for a further 6 hrs. (d) IRF5 and pol II binding to *Tnf* gene promoter in resting or LPS-treated (2h, 500 ng/ml) wild type or PYK2 KO RAW264.7 cells as measured by the chromatin immunoprecipitation (ChIP) method. A non-specific IgG antibody was used as a negative control for ChIP. Data are normalized against chromatin amount in lysates (and expressed as percentage of input for each gene). (e) Gene expression levels in wild type, PYK2 KO or IRF5 KO RAW264.7 cells stimulated with LPS (500 ng/ml) for 0, 2, or 4 hrs. Gene expression was measured by qPCR. All values in (c-e) are shown as mean values  $\pm$  SEM from n=3 independent experiments. Statistical significance was calculated with two-way ANOVA with Sidak correction (\* $P$ <0.05, \*\*  $P$ <0.01, \*\*\*  $P$ <0.001, and \*\*\*\*  $P$ <0.0001). Source data are provided as Source Data file.

## Supplementary Figure 3

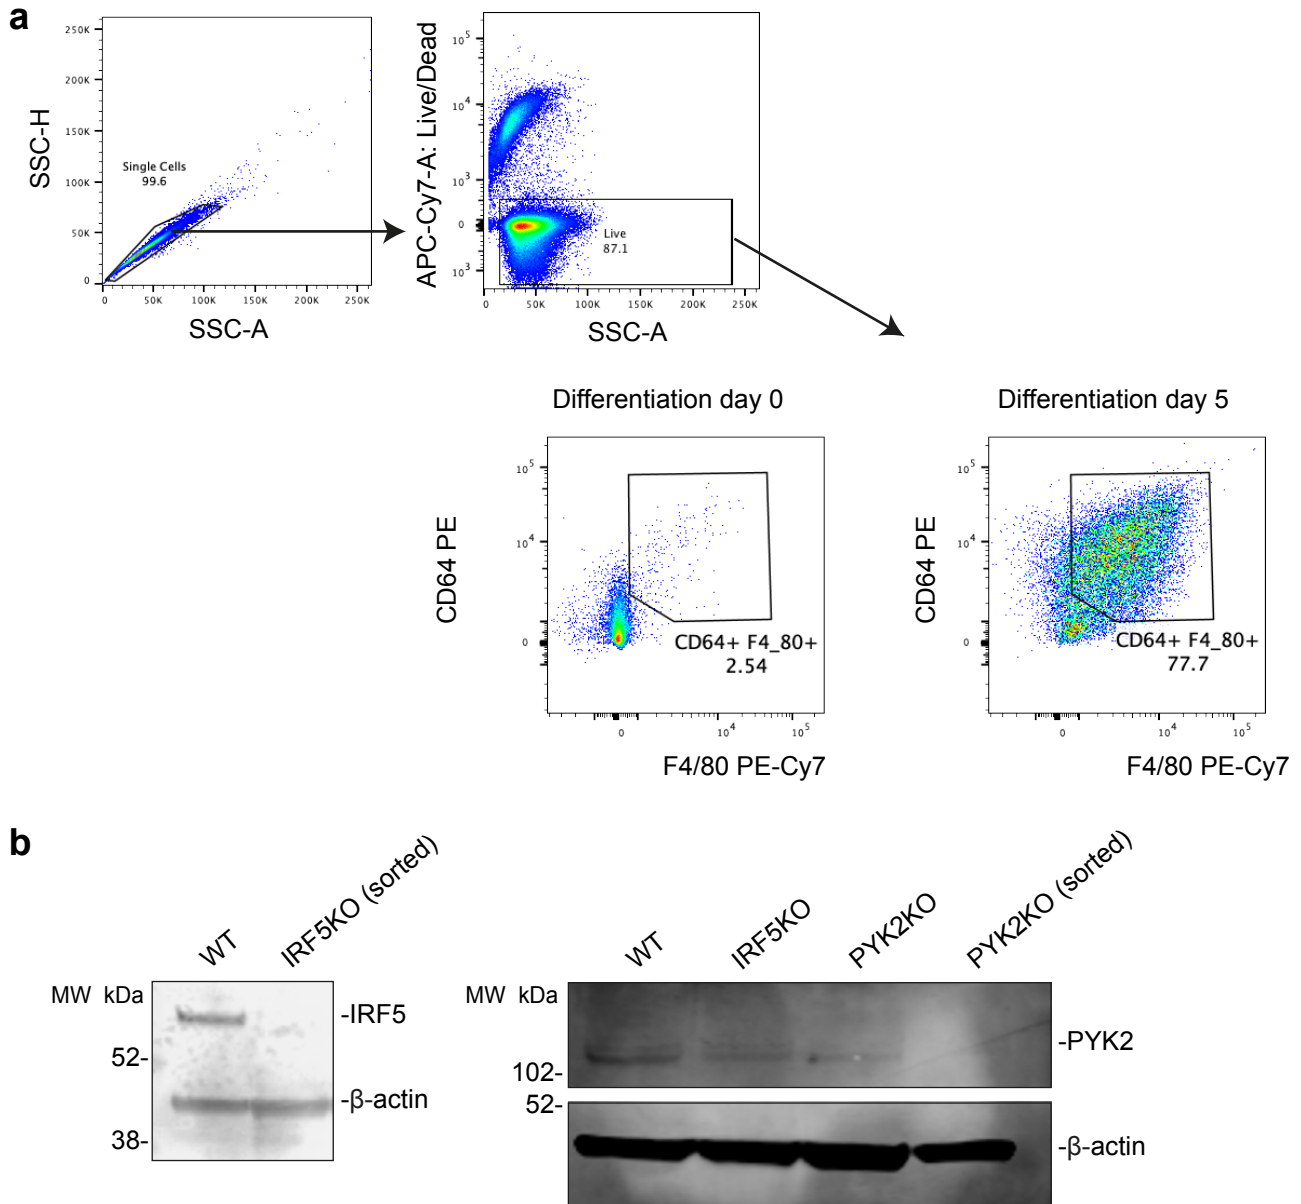

**Supplementary Fig. 3. PYK2 knockout in HoxB8 macrophages.** (a) Gating strategy to determine the percentage of differentiated Hoxb8 cells after 5 days with GM-CSF. Day 0 corresponds to cells prior to differentiation. (b) Western blot analysis of IRF5 and PYK2 expression in Hoxb8 macrophage progenitors transfected with PYK2 or IRF5 CRISPR-based knockout constructs. Representative blot from three independent experiments are shown. Source data are provided as Source Data file.

## Supplementary Figure 5

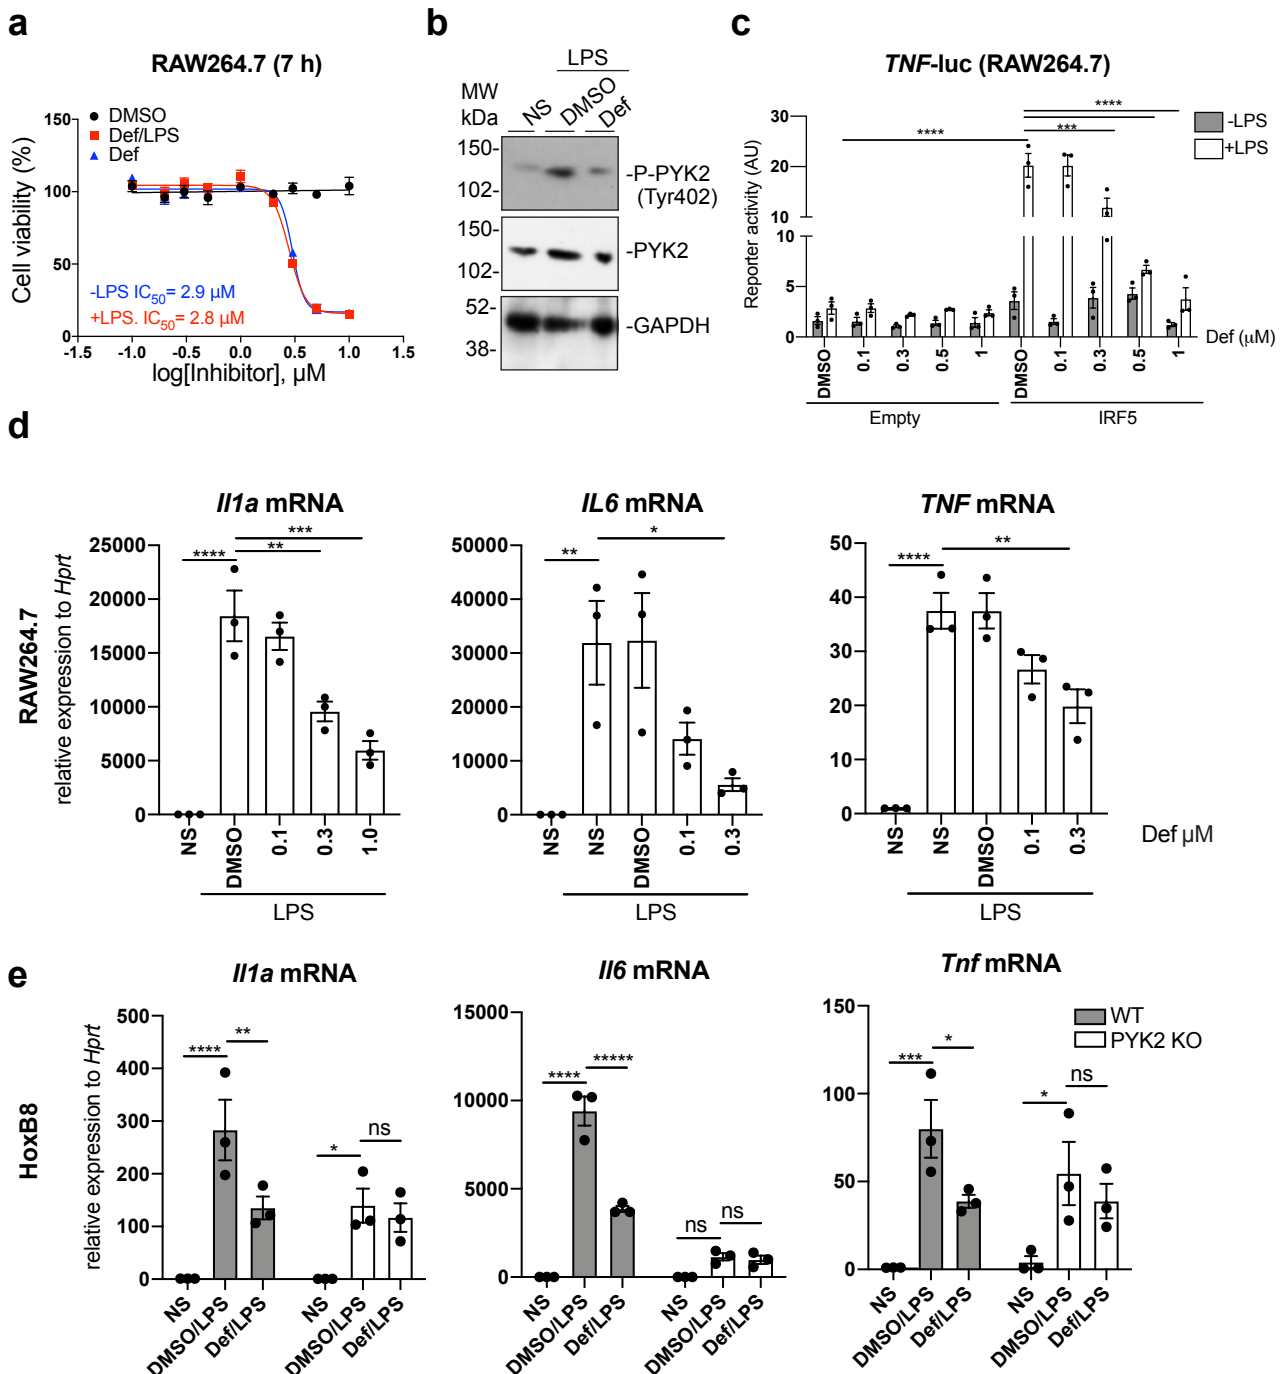

**Supplementary Fig. 5. Defactinib inhibits PYK2 phosphorylation and IRF5-driven gene expression.**

(a) Cell viability in RAW264.7 cells pre-treated with DMSO/Defactinib for 1 hr followed by LPS ( $1 \mu\text{g/mL}$ ) for 6 hrs.  $\text{IC}_{50}$ , inhibitor concentration at which 50% decline in cell viability was observed compared to control (DMSO). Data are presented as mean values  $\pm$ SD from  $n=3$  independent experiments. (b) Immunoblot of lysates of RAW264.7 cells pre-treated for 1 h with  $1 \mu\text{M}$  defactinib (def) or DMSO control, and stimulated with LPS ( $1 \mu\text{g/mL}$ ) for 30 min. Blots were probed with Abs specific for PYK2 phosphorylated on Tyr-402, total PYK2 and GAPDH. Representative blot from three independent experiments are shown. (c) TNF-luc reporter activity in the absence or presence of ectopically expressed IRF5 in RAW264.7 cells pre-treated for 1 hr with defactinib (or DMSO control) at indicated concentrations followed by LPS ( $1 \mu\text{g/mL}$ ) for 6 hrs. Data displayed as mean values  $\pm$ SEM from  $n=3$  independent experiments. Statistical significance was calculated by two-way ANOVA with Sidak correction ( $*** P < 0.001$  and  $**** P < 0.0001$ ). (d) Gene expression levels in RAW264.7 cell pre-treated with defactinib (def) or DMSO control for 1 h, followed by LPS stimulation for 4 hrs. Data displayed as mean values  $\pm$ SEM from  $n=3$  independent experiments and analysed by one-way ANOVA with Sidak correction ( $* P < 0.05$ ,  $** P < 0.01$ ,  $*** P < 0.001$  and  $**** P < 0.0001$ ). (e) Gene expression levels in wild type and PYK2 KO HoxB8 macrophages pre-treated for 1 hr with defactinib (Def) or DMSO control and stimulated with LPS ( $100 \text{ ng/mL}$ ) for 2 hrs. Data shown as mean values  $\pm$ SEM from  $n=3$  independent experiments. Statistical significance was analysed by two-way ANOVA with Sidak's post-hoc test ( $* P < 0.05$ ,  $** P < 0.01$ ,  $*** P < 0.001$  and  $**** P < 0.0001$ ). Source data are provided as Source Data file.

## Supplementary Figure 6

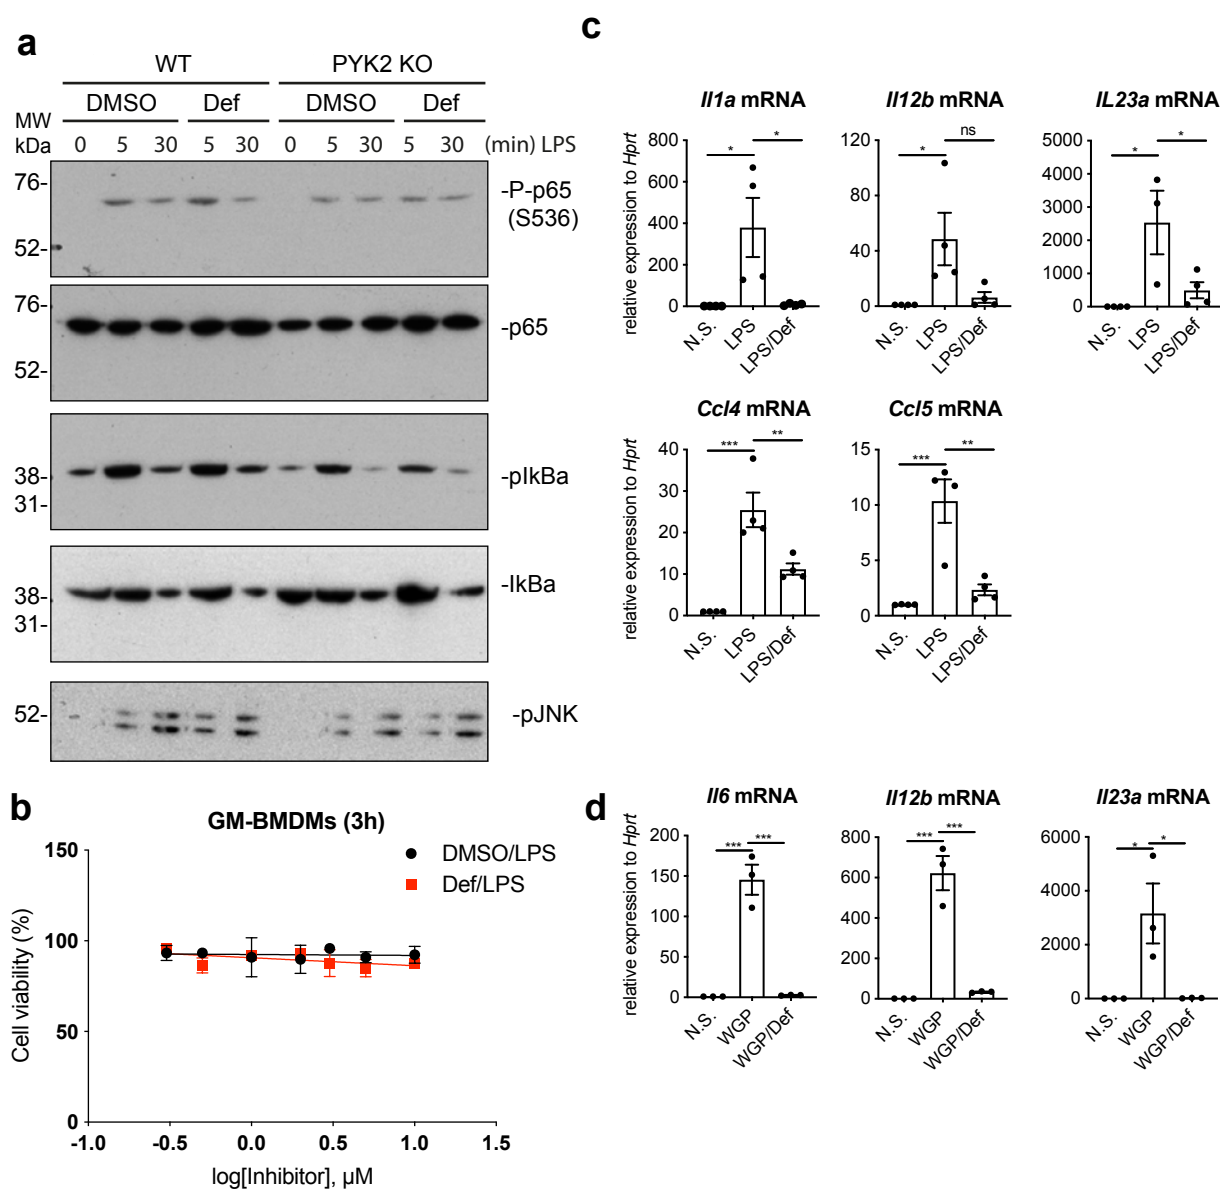

**Supplementary Fig. 6. PYK2 deletion and inhibition has no effect on NFkB and JNK signalling** (a) WT and PYK2 KO RAW264.7 cells were pre-treated with 1  $\mu$ M of defactinib (Def) or DMSO vehicle control for 1 h followed by LPS (500 ng/ml) at indicated timepoints. Cell lysates were subjected for immunoblot using indicated antibodies. Representative blot from three independent experiments are shown. (b) Cell viability in GM-BMDMs pre-treated with DMSO/Defactinib for 1 hr followed by LPS (100 ng/ml) for 2 hrs. Error bars represent mean from 2 replicates. (c) Gene expression levels in GM-BMDMs pre-treated with 3.5  $\mu$ M defactinib (def) or DMSO control for 1 h, followed by LPS (100 ng/ml) or (d) WGP (100  $\mu$ g/ml) for 2 hrs. Data are shown as means  $\pm$ SEM for n=3-4 independent experiments. Statistical significance was analysed by one-way ANOVA with Tukey's correction \*P<0.05, \*\*P<0.01, and \*\*\*P<0.001. Source data are provided as Source Data file.

# Supplementary Figure 7

a

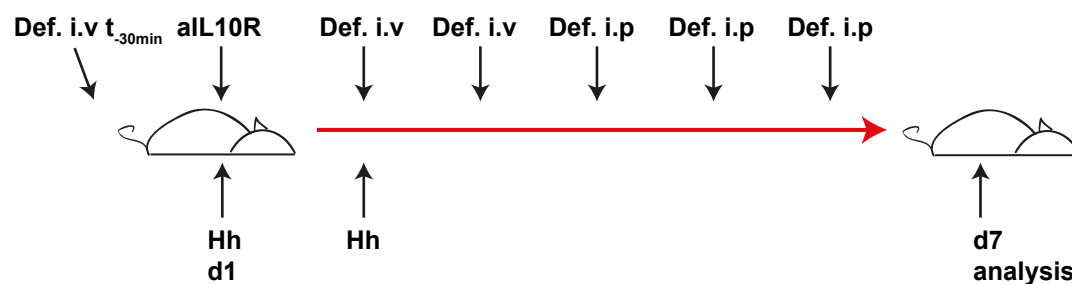

b

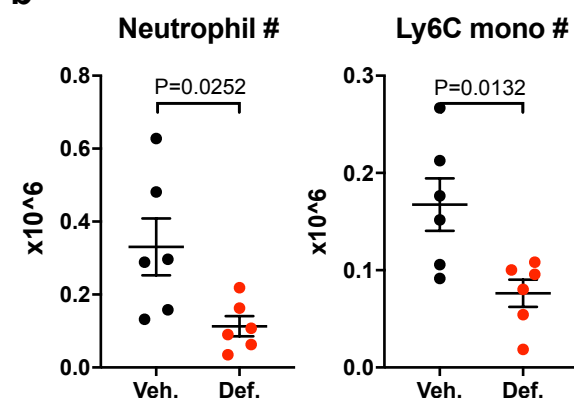

c

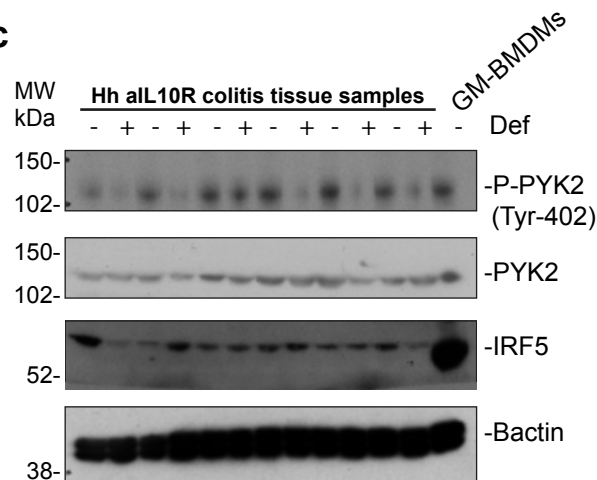

d

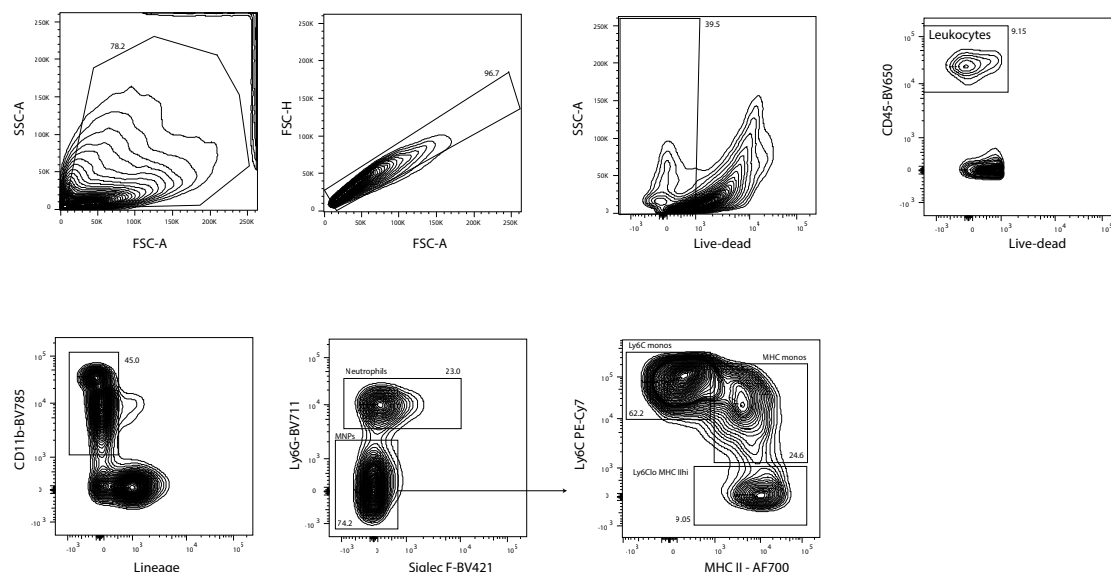

**Supplementary Fig. 7. Defactinib in Hh/anti-IL10R-model of murine colitis.** (a) Defactinib treatment regime during the initiation phase of mouse Hh+anti-IL-10R colitis. Diagram drawn by authors. (b) Immune cell infiltrate from Hh/anti-IL10R-treated mice, which received either vehicle or defactinib. Data shown as mean  $\pm$  SEM from  $n=6$  mice per condition. Statistical significance was calculated by a two-tailed unpaired  $t$  test. (c) PYK2 autophosphorylation (pY402) in vehicle or defactinib treated mice ( $n=6$  mice per condition) assessed by western blot analysis. Lysates from LPS stimulated GM-BMDMs included as a positive control. (d) Gating strategy for (b). Source data are provided as Source Data file.

## Supplementary Figure 8

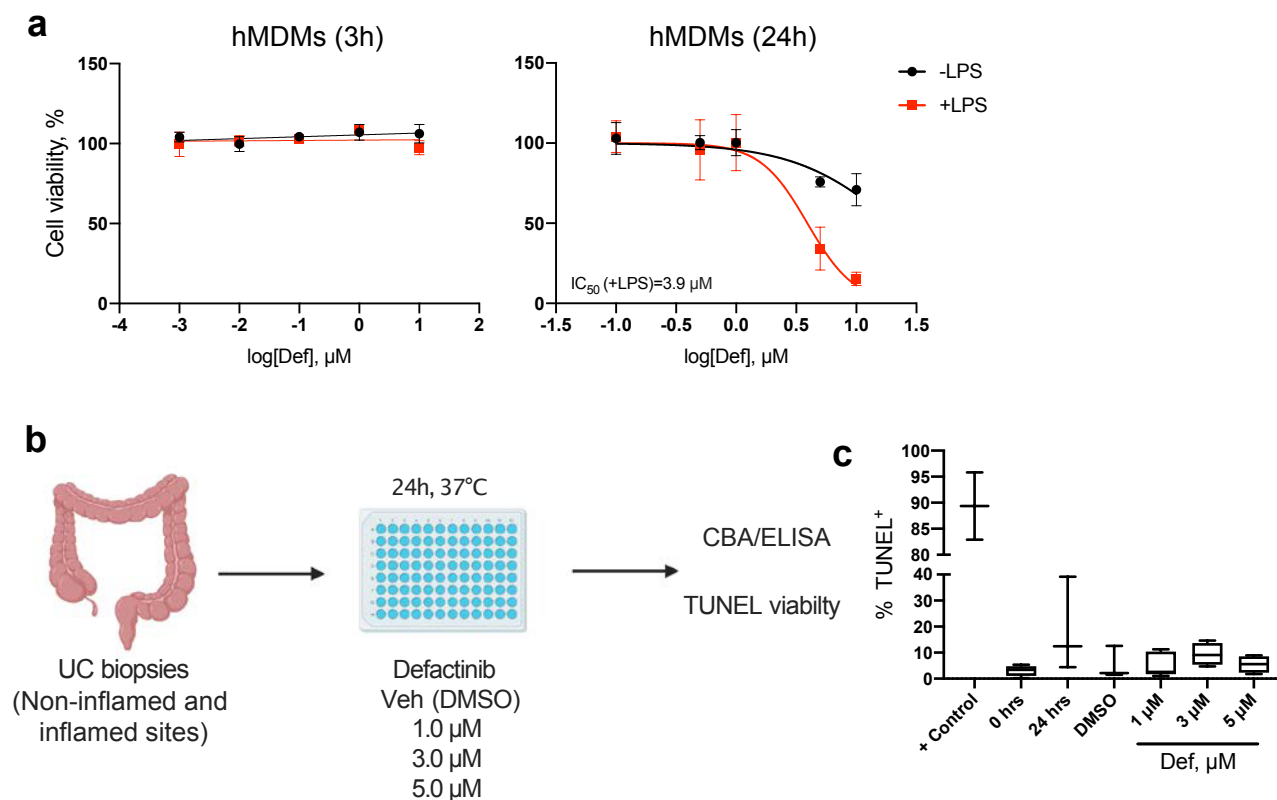

**Supplementary Fig. 8. Defactinib in human monocyte-derived macrophages and UC biopsies.** (a) Cell viability was measured in human monocyte-derived macrophages (hMDMs) after 3hrs or 24 hrs of treatment with defactinib. Data shown as mean  $\pm$ SD from n=3 independent experiments. (b) Defactinib treatment of human biopsies from inflamed and non-inflamed sites of patients with ulcerative colitis. Diagram created with BioRender.com. (c) Cell viability by TUNEL assay was measured in colon biopsies after 24 hr treatment with defactinib. Box-and-whisker plots represent the median, interquartile range (IQR), and minimum and maximum values. Data generated from n=3-5 independent experiments. Source data are provided as Source Data file.

## Supplementary Figure 9

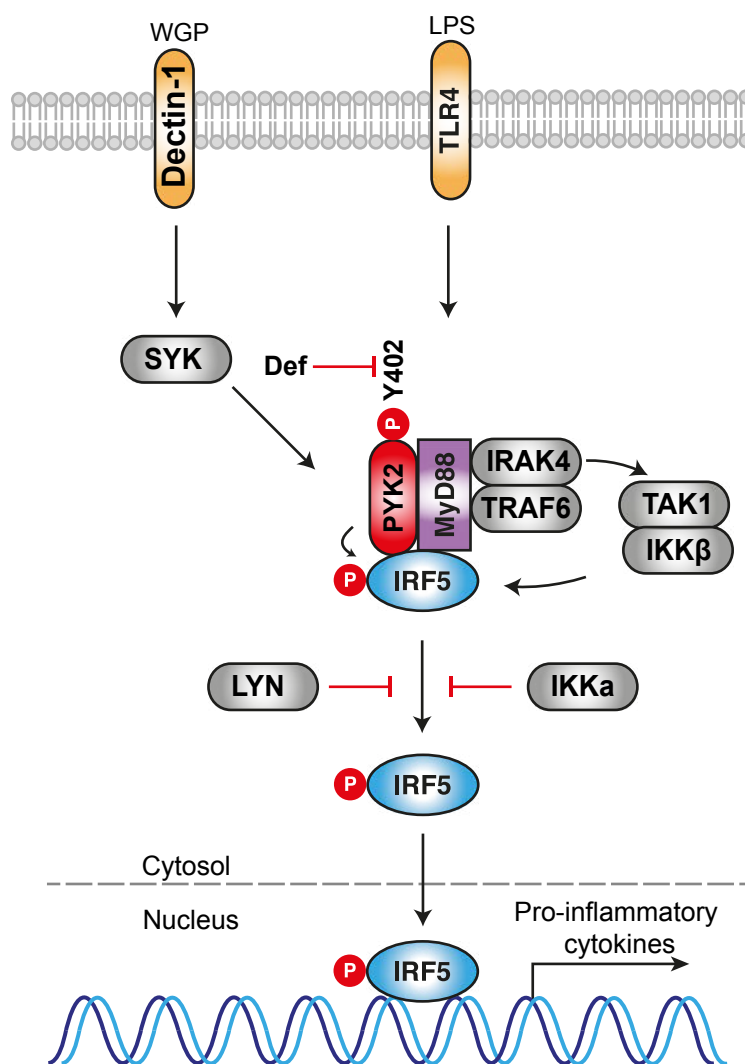

**Supplementary Fig. 9. Proposed model of IRF5 activation by PYK2 in macrophages.** LPS stimulation of TLR4 leads to PYK2 autophosphorylation on site Y402, which is inhibited by Defactinib. Activated PYK2 contributes to phosphorylation and activation of IRF5, which translocates to the nucleus and binds to target genes. Serine kinases IRAK4, TAK1, and IKK $\beta$  have been proposed to phosphorylate and activate IRF5 downstream of the TLR-MyD88 pathway<sup>12–15</sup>, while IKK $\alpha$  and Lyn negatively regulated IRF5<sup>19,67</sup>. Dectin-1 stimulation by whole glucan particles also leads to IRF5 mediated transcription and is likely to be Syk-dependent.

## Supplementary Table 1 List of probes used

| Reagent type       | Gene  | Product code/sequence                                           | Company       |
|--------------------|-------|-----------------------------------------------------------------|---------------|
| Mouse Taqman probe | Ccl4  | Mm00443111_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Ccl5  | Mm01302427_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Hprt  | Mm03024075_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Il1a  | Mm00439620_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Il1b  | Mm00434228_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Il6   | Mm00446190_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Il10  | Mm00439614_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Il12b | Mm01288989_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Il23a | Mm00518984_m1                                                   | Thermo Fisher |
| Mouse Taqman probe | Tnf   | Mm00443258_m1                                                   | Thermo Fisher |
| Human Taqman probe | IL1a  | Hs00174092_m1                                                   | Thermo Fisher |
| Human Taqman probe | IL6   | Hs00913644_m1                                                   | Thermo Fisher |
| Human Taqman probe | IL12a | Hs01073447_m1                                                   | Thermo Fisher |
| Human Taqman probe | IL12b | Hs01011518_m1                                                   | Thermo Fisher |
| Human Taqman probe | IL23a | Hs00372324_m1                                                   | Thermo Fisher |
| Human Taqman probe | RPLP0 | Hs00420895_gH                                                   | Thermo Fisher |
| Human Taqman probe | TNF   | Hs00174128_m1                                                   | Thermo Fisher |
| ChIP primers       | Il1a  | F-ACTTCTGGTGCTCATCTGTCATGTT<br>R-GCTCTATGGTTCCTGTGTCTGTAGG      | Thermo Fisher |
| ChIP primers       | Il1b  | F-GGATGTGCGGAACAAAGGTAGGCACG<br>R-ACTCCAAGTGCAGGCTCCCTCAGC      | Thermo Fisher |
| ChIP primers       | Il6   | F-GAGAGAGGAGTGTGAGGCAGAGAGC<br>R-GGTTGTCAACAGCATCAGTCCCAAG      | Thermo Fisher |
| ChIP primers       | Tnf   | F-GCTAAGTTCTTCCCCATGGATGTCCC<br>R-ACCCATTTCTTCTCTGTCTCCTCCAGAGC | Thermo Fisher |

**Supplementary Table 2.** List of antibodies used for western blots

| Reagent type            | Designation               | Company       | Catalog #   | Dilution |
|-------------------------|---------------------------|---------------|-------------|----------|
| Primary antibody        | alpha-tubulin             | CST           | 3873        | 1:1000   |
| Primary antibody        | beta-actin                | Sigma         | A5441       | 1:5000   |
| Primary antibody        | GAPDH                     | Abcam         | AB9485      | 1:1000   |
| Primary antibody        | Histone H3                | Abcam         | AB1791      | 1:1000   |
| Primary antibody        | IκBa                      | CST           | 9242        | 1:1000   |
| Primary antibody        | IκBa (Phospho-Ser32)      | CST           | 2859        | 1:500    |
| Primary antibody        | IRF5                      | Abcam         | AB21689     | 1:1000   |
| Primary antibody        | c-Myc                     | SCB           | sc-40       | 1:1000   |
| Primary antibody        | NFκB p65                  | SCB           | sc-372      | 1:1000   |
| Primary antibody        | NFκB p65 (phospho S536)   | Abcam         | AB86299     | 1:1000   |
| Primary antibody        | PYK2                      | CST           | 3292        | 1:1000   |
| Primary antibody        | PYK2 (Phospho-Tyr402)     | CST           | 3291        | 1:200    |
| Primary antibody        | Phospho-JNK               | Abcam         | AB4821      | 1:500    |
| HRP-conjugated antibody | FLAG M2                   | Sigma         | A8592       | 1:5000   |
| HRP-conjugated antibody | HA                        | Roche         | 12013819001 | 1:5000   |
| HRP-conjugated antibody | Strep                     | IBA           | 2-1509-001  | 1:5000   |
| Secondary antibody      | Mouse secondary           | Dako          | P0260       | 1:5000   |
| Secondary antibody      | Rabbit secondary          | GE Healthcare | NA934       | 1:5000   |
| Secondary antibody      | Rabbit Trueblot secondary | Rockland      | 18-8816-31  | 1:5000   |

**Supplementary Table 3.** List of antibodies used for flow cytometry

| <b>Antigen</b>    | <b>Colour</b> | <b>Clone</b> | <b>Manufacturer</b> | <b>Catalog #</b> | <b>Dilution</b> |
|-------------------|---------------|--------------|---------------------|------------------|-----------------|
| CD45              | BV650         | 30-F11       | Biolegend           | 103151           | 1:200           |
| CD11b             | BV785         | M1/70        | Biolegend           | 101243           | 1:200           |
| CD11c             | BV605         | N418         | Biolegend           | 117334           | 1:200           |
| Siglec F          | BV421         | E50-2440     | BD Bioscience       | 562681           | 1:200           |
| Ly6G              | BV711         | 1A8          | Biolegend           | 127643           | 1:200           |
| F4/80             | PE-Dazzle594  | BM8          | Biolegend           | 123146           | 1:200           |
| F4/80             | PE-Cy7        | BM8          | Biolegend           | 123113           | 1:200           |
| CD103             | PE            | 2E7          | BD Bioscience       | 557495           | 1:200           |
| CD206             | APC           | CO682L       | Biolegend           | 141707           | 1:200           |
| MHC II            | AF 700        | M5/114.15.2  | Invitrogen          | 56-5321-82       | 1:200           |
| CD19              | PerCP-Cy5.5   | 6D5          | Biolegend           | 115533           | 1:200           |
| CD138             | PerCP-Cy5.5   | 281-2        | Biolegend           | 142509           | 1:200           |
| NK1.1             | PerCP-Cy5.5   | PK136        | Biolegend           | 108727           | 1:200           |
| CD3e              | PerCP-Cy5.5   | 145-2C11     | Biolegend           | 100327           | 1:200           |
| TCRgd             | PerCP-Cy5.5   | GL3          | Biolegend           | 118117           | 1:200           |
| Ter119            | PerCP-Cy5.5   | TER-119      | Biolegend           | 116227           | 1:200           |
| CD64              | PE            | X54-5/7.1    | Biolegend           | 139304           | 1:200           |
| Lys6c             | PE-Cy7        | HK1.4        | Biolegend           | 128017           | 1:200           |
| IL10R blocking Ab | n/a           | 1B1.3A       | 2bscientific        | BE0050           | n/a             |

# Supplementary material for: Defactinib inhibits PYK2 phosphorylation of IRF5 and reduces intestinal inflammation
**Source:** Nat Commun. 2021 Nov 18;12:6702. doi: 10.1038/s41467-021-27038-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Real-time PCR reactions were performed on a ViiA7 system (Life Technologies). Luminescent levels were recorded by the BMG FLUOstar Omega microplate reader (BMG Labtech) on the MARS Data Analysis software (V4.00 R2). ELISAs were measured on the SPECTROstar Omega microplate reader (BMG Labtech) on the MARS Data Analysis software (V4.00 R2). Diva 8.0.1 (BD Biosciences) was used to collect FACS data.

#### Data analysis

Prism (v8.0) was used to generate all graphs and statistic with the exception of RNA-seq. Differential expression was analysed with DESeq2. Gene set enrichment analysis was performed using one-sided Fisher's exact tests (as implemented in the 'gsfisher' R package <https://github.com/sansomlab/gsfisher/>). Raw MS files were subjected to processing using PEAKS (version 8.5) software and searched against the UniProtSP (P56477) Mus Musculus database. Flowjo (v10.5.1, Tree Star) was used for all flow cytometry analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

MS raw files have been deposited to Proteome Xchange Consortium via the PRIDE (53) partner repository with the dataset identifier PXD014033 (<https://>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Animal sample size estimates were determined using power analysis (power=90% and alpha = 0.05) based on the mean and standard deviation from our previous studies and/or pilot studies using 6 animals per group. Sample size of n=3 biological replicates (each in technical replicates) was chosen as a suitable sample size for cell culture as repeats gave similar results. |
| Data exclusions | No samples were excluded                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All attempts at replication were successful. Results shown are the result of three or more independent experiments. N number describes biological replicates such as mice and cells.                                                                                                                                                                                             |
| Randomization   | Animals from the same cage were randomly selected for different treatment.                                                                                                                                                                                                                                                                                                       |
| Blinding        | Pathology analysis was blinded during data collection. For all other analyses, blinding was not performed as the experimental endpoints and readouts are quantitative and not subjective.                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-alpha-tubulin, CST, 3873, 1:1000<br>Anti-beta-actin, Sigma, A5441 1:5000<br>Anti-GAPDH, Abcam, AB9485 1:1000<br>Anti- Histone H3, Abcam, AB1791 1:1000<br>Anti-IkBα, CST, 9242 1:1000<br>Anti-IkBα (Phospho-Ser32), CST, 2859, 1:500<br>Anti-IRF5 Abcam, AB21689, 1:1000<br>Anti-c-Myc, SCB, sc-40, 1:1000<br>Anti-NFκB p65, SCB, sc-372, 1:1000<br>Anti-NFκB p65 (phospho S536), Abcam, AB86299, 1:1000<br>Anti-PYK2, CST, 3292, 1:1000<br>Anti-PYK2 (Phospho-Tyr402), CST, 3291, 1:200<br>Anti-Phospho-JNK, Abcam, AB4821, 1:500<br>Anti-FLAG M2-Peroxidase (HRP), Sigma, A8592, 1:5000<br>Anti-HA (HRP), Roche, 12013819001 1:5000<br>Anti-Strep (HRP), IBA, 2-1509-001, 1:5000<br>Anti-Mouse IgG secondary antibody, Dako, P0260, 1:5000 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Anti-Rabbit IgG secondary antibody, GE Healthcare, NA934, 1:5000  
 Trueblot Anti-Rabbit IgG secondary antibody, Rockland, 18-8816-31, 1:5000  
 CD45, BV650, 30-F11, Biolegend, 103151, 1:200  
 CD11b, BV785, M1/70, Biolegend, 101243 1:200  
 CD11c BV605 N418 Biolegend 117334 1:200  
 Siglec F BV421 E50-2440 BD Bioscience 562681 1:200  
 Ly6G BV711 1A8 Biolegend 127643 1:200  
 F4/80 PE-Dazzle594 BM8 Biolegend 123146 1:200  
 F4/80 PE BM8 Biolegend 123113 1:200  
 CD103 PE 2E7 BD Bioscience 557495 1:200  
 CD206 APC CO68L2 Biolegend 141707 1:200  
 MHC II AF 700 M5/114.15.2 Invitrogen 56-5321-82 1:200  
 CD19 PerCP-Cy5.5 6D5 Biolegend 115533 1:200  
 CD138 PerCP-Cy5.5 281-2 Biolegend 142509 1:200  
 NK1.1 PerCP-Cy5.5 PK136 Biolegend 108727 1:200  
 CD3e PerCP-Cy5.5 145-2C11 Biolegend 100327 1:200  
 TCRgd PerCP-Cy5.5 GL3 Biolegend 118117 1:200  
 Ter119 PerCP-Cy5.5 TER-119 Biolegend 116227 1:200  
 CD64, PE, X54-5/7.1 Biolegend, 139304, 1:200  
 Lys6c, PE-Cy7, HK1.4, Biolegend, 128017, 1:200  
 For in vivo injections, IL-10R blocking antibody (clone 1B1.2), 2bscientific, BE0050

#### Validation

All antibodies used for western blotting were purchased from commercial vendors. Validation of antibodies used in current study is described in technical data sheets provided by manufacturers websites.

All antibodies used for flow cytometry are well-established lineage and cell surface marker antibodies. Staining patterns were consistent with the manufacturer product information as well as published results.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                      |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | All cell lines (RAW264.7, HEK293-TLR4-CD14/Md2 and HEK293-ET cells) used in this study were purchased from InvivoGen |
| Authentication                                                       | Cell lines were validated by morphology and surface marker phenotype                                                 |
| Mycoplasma contamination                                             | All cell lines tested negative for Mycoplasma contamination                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified lines were used                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57Bl/6 mice were purchased from the University of Oxford BMS. Male C57Bl/6J mice aged 8-11 weeks were used for the experiment. Experimental groups consisted of 5-7 co-housed mice and were blinded to the researchers. Mice were bred and maintained under SPF conditions in accredited animal facilities at the University of Oxford. Animals were housed in individually ventilated cages at a constant temperature (20-23.3 degree Celsius) with 12h dark/light cycle, supplied with food and water ad libitum. |
| Wild animals            | No wild animals were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | This study does not use wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All procedures were conducted according to the Operations of Animals in Scientific Procedures Act (ASPA) of 1986 and approved by the Kennedy Institute of Rheumatology Ethics Committee.                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                            |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Intestinal pinch biopsies were obtained from patients with Ulcerative Colitis registered in the Oxford IBD Cohort, attending the John Radcliffe Hospital Gastroenterology Unit (Oxford, UK). This cohort comprises 1896 patients with UC, median age 31 at |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

diagnosis, treated with biological therapy (23%) or conventional steroids/immunomodulators (77%) for active disease, in addition to mesalazine.

Recruitment

Biopsies were collected during routine endoscopy. Informed, written consent was obtained from all donors

Ethics oversight

Human experimental protocols were approved by the NHS Research Ethics System (Reference numbers: 16/YH/0247)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Colons and/or caeca were harvested from mice, washed in PBS/BSA and content flushed with forceps. Intestines were then opened longitudinally and washed once more before blotting to remove mucus. Gut tissue was then cut into 1 cm long pieces and placed in 50 mL centrifuge tube (Greiner) in ice cold PBS + 0.1% BSA. Colons were incubated 2 times at 300xg in 40 mL HBSS + 0.1% BSA + 1% Penicillin-Streptomycin (PS, Lonza) + 5mM EDTA (Sigma-Aldrich) at 37 °C for 10 min before the supernatant was aspirated. Tissue was placed in 40 mL PBS + 0.1% BSA + 1% PS for 5 min. Intestines were then incubated with 20 mL RPMI + 10% FCS + 1% PS + 2.5 U/mL Collagenase VIII (Sigma-Aldrich) + 2 U/mL DNase I (Roche), shaking for 45 mins - 1 hour at 37 °C. Supernatant was filtered through a 70 µm cell strainer to which 30 mL of ice cold PBS + 0.1% BSA + 1% PS + 5 mM EDTA was added to ablate collagenase/DNase activity. Cells were washed in 30 mL PBS/BSA before filtering once more through a 40 µm cell strainer. The cells were then pelleted by centrifugation at 400 rcf for 10 minutes at 4 °C and resuspended in 1 mL RPMI + 10% FCS + 1% PS before counting. Detailed information is provided in the methods section within the manuscript.

Instrument

CBA quantification of cytokine levels were performed on a FACSCanto II (BD). Acquisition of mouse samples was performed using either LSR II or Fortessa X20 flow cytometers

Software

Data were acquired using FACSDIVA V8.0.1 (BD). Data were analysed using Flowjo V10.5.1 (Treestar Inc.)

Cell population abundance

All sorted samples were checked for after-sorting purity (>98%)

Gating strategy

After debris (FSC-A vs SSC-A) and doublet (FSC-A vs FSC-H) exclusion, cells were gated Live CD45+ CD11b+ Dump-. The gating strategy provided in Supplementary Figure 7d was used to analyse myeloid cells in the colonic lamina propria of mice at day 7 of *Helicobacter hepaticus* + anti-IL10R colitis treated with either vehicle or defactinib. Positive populations were determined by FMO controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Defactinib inhibits PYK2 phosphorylation of IRF5 and reduces intestinal inflammation
**Source:** Nat Commun. 2021 Nov 18;12:6702. doi: 10.1038/s41467-021-27038-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Reporter gene assay-based screening of the GSK PKIS set for inhibitors of IRF5 activation.

How the deposited data were processed for this re-analysis (not part of the article)

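RNA-seq counts of bone marrow-derived macrophages (BMDMs) from WT and IRF5 KO mice were used, in 6 groups of 3 libraries: unstimulated, LPS with DMSO and LPS with defactinib in each genotype. The dose of defactinib was 3.5 μM for 1 h before LPS, and LPS was given at 100 ng/ml for 2 h. All 18 deposited libraries were mapped to a group by their labels and used. The reporting summary of the paper says that no samples were excluded and that each biological replicate had technical replicates, and each library was taken as 1 replicate. Replicate numbers were not taken as pairs: the residuals of libraries with the same number in different groups had a median correlation of 0.005 over 45 pairs, above 0.1 in 4 of them.

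The deposited table holds raw counts of uniquely mapped read pairs per gene, without normalization. According to the authors' methods and the command line in the table's header, reads were aligned to mm10 with STAR and counted with featureCounts, reverse stranded, over exons summed per Ensembl gene. Of the 50600 gene IDs in the table, 50376 had a symbol in GENCODE. The filters on reads are contained in the counts and were not repeated here, and alignments were not analysed here. Counted pairs ranged from 39282181 to 61949143 per library. Sampling noise alone gives a chi-square of 1 per gene between libraries, and pairs within a group were at 2.33 to 442, so that its part in the spread differs between pairs. The test reads the spread from the replicates.

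The main test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr over the 6 groups, a robust fit of 1 mean per group to all 18 libraries and no replicate block. It is two-sided, with Benjamini-Hochberg adjustment over the 15663 tested genes of each comparison. Genes were called at a false discovery rate below 0.05 and a log2 fold change beyond 1. The standard error of a log2 fold change was taken as its size divided by the square root of F. Mean ± SD of CPM is over the 3 libraries of a group. The comparisons were LPS against unstimulated, defactinib against DMSO after LPS and WT against IRF5 KO, each within the groups named, WT LPS defactinib against IRF5 KO LPS DMSO, and the interactions of genotype with defactinib and with LPS. The comparisons, tests, gene lists and rule for naming genes were chosen before the data were examined, as were the alternatives, except where the text says that they were chosen after the result was seen.

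The PCA used DESeq2 1.42.0: genes from its likelihood ratio test over the groups, variance stabilised counts, centred and not scaled. Correlations across genes used log2 fold changes. The effect of the shared WT LPS DMSO libraries was simulated 20 times, with groups that differed in noise alone, and was tested by dividing these libraries between the comparisons, 1 to one and 2 to the other. Levels of gene sets per library are medians of log2 CPM with a prior count of 2, over genes chosen from a fit of the WT libraries alone, or of the unstimulated libraries alone, so that the IRF5 KO LPS libraries took no part in the choice.

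Gene lists were written from general knowledge, in place of the gene ontology terms of the paper, whose annotation was not used here: cytokine and chemokine genes, interferon-beta response genes, purinergic receptor genes, early NF-kB genes, immediate-early genes, heat shock genes, hypoxia and glycolysis genes, proliferation genes, and genes of macrophages, dendritic cells, neutrophils, mast cells and basophils, and T, B and NK cells. Call lists were tested by Fisher's exact test, one-sided, and lists by camera with a correlation of 0.01, by fry and by camera with an estimated correlation from limma 3.58.1, adjusted over lists and comparisons. Where every gene of a list was called, 0.5 was added to each cell for the odds ratio.

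Genes are named by a rule: those the paper names for this experiment, Irf5, Ptk2b, Ptk2, Tnf, Ccl5 and Il10, genes of the sex chromosomes, the 3 tested genes of each list with the highest mean level, and for each comparison the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean log2 CPM of at least 3 and libraries that do not overlap between the groups. The alternatives were compared for 46 named genes in 87 combinations of gene and comparison, not all of which are printed in the text. A530099J19Rik, which the paper names, was not found by its symbol.

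The alternatives were DESeq2's size factors, library size alone, no filter and a filter of 5 CPM in 3 libraries, DESeq2, limma-voom, the replicate number as a block, a fit of only the groups compared, no fold change threshold, a threshold inside the test (glmTreat), leaving out each library in turn, other genes for the PCA and the correlation, and the divided WT LPS DMSO libraries. Chosen after the data were seen were thinning to the smallest library, a loess correction (span 0.5) for GC content and gene length, known for 15629 tested genes, removal of the 10 most abundant genes of each library (15 genes in all), and DESeq2 without each IRF5 KO LPS DMSO library. Groups were also split in all 10 ways that 3 and 3 libraries allow, the real one included, or in 100 of 200 ways drawn for an interaction, by genotype within each treatment. On simulated data with 200 changed of 14511 genes, edgeR recovered 94.5%, limma 94% and DESeq2 97% of them, with 3, 3 and 7 false calls. In a comparison without changed genes they made 0, 0 and 4 calls. The changed genes had high counts and changes beyond the threshold, and each gene had the same spread in every group. These rates therefore do not apply to comparisons with the IRF5 KO LPS DMSO group, whose libraries differ more. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.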

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

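The thinning of the libraries, the correction for GC content and gene length, the removal of abundant genes and the tests of how each IRF5 KO LPS DMSO library changes the counts were chosen only after the result was seen; the splits of the libraries were not.

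The effect of defactinib after LPS differed between the genotypes, by a test of that difference, for 3568 genes. Their leading genes were Gm26917 (log2 difference 8.23, adjusted p = 0.000649), Egr1 (4.71, adjusted p = 0.00851) and Relt (3.68, adjusted p = 0.000444) on the higher side and Il12b (-6.84, adjusted p = 2.48e-07), Il6 (-6.76, adjusted p = 0.00118) and Rnd3 (-6.02, adjusted p = 4.95e-06) on the lower side. Egr1 was not called there under limma-voom, at 2.93. Of 100 splits of the genotypes within each treatment, 2 called as many genes, the real one included. The other, with 5173, exchanged the genotypes whole in 1 treatment, which turns the genotype effect itself into an interaction, so the splits cannot exclude chance here. Depth is argued against as the whole cause, with 3505 genes when all libraries were thinned to the smallest, as are GC content and gene length (3648) and a few genes taking most of the counts (3597 without the most abundant genes). The composition of the IRF5 KO LPS DMSO group stays open as part of it. The interaction was called for 3281, 3279 and 5067 genes without replicate 1, 2 or 3, so it stayed large with any 1 of them left out. With replicate 1 or 2 left out defactinib called 874 or 891 genes in IRF5 KO cells, with replicate 3 left out 233, and with all 3 kept 144. With replicate 3 left out the genes lower in the interaction numbered 3015. The interaction may therefore join a dependence of defactinib on IRF5 with the state of the DMSO libraries it is measured from, and no library by itself gives a test that parts them.

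The response to LPS also differed between the genotypes by a test of that difference, for 1539 genes. Mtus1 (log2 difference 3.91, adjusted p = 3.02e-05), Slfn9 (3.93, adjusted p = 0.0186) and Ifi203 (3.63, adjusted p = 0.0181) were on the higher side, and Gm26917 (-7.74, adjusted p = 0.0033), Egr1 (-7.01, adjusted p = 0.00293) and Gm24187, annotated as a miRNA (-4.38, adjusted p = 0.00693), on the lower side. Slfn9 was at 6.44 without IRF5 KO LPS DMSO replicate 3. With no filter on low counts Slfn9 and Ifi203 were not called (adjusted p = 0.0666 and 0.0645), and under limma-voom Gm26917, Egr1 and Gm24187 were not, at -5.55, -5.23 and -3.36. Of 100 splits 10 called as many genes, up to 3135, and these too carry the genotype effect, so they cannot exclude chance. Thinning gave 1477 genes, the correction for GC content and gene length 1733 and removal of the most abundant genes 1544, which argues against each as the whole cause. The count was 3778 without IRF5 KO LPS DMSO replicate 3 and 1068 at the lowest with another library left out, so the composition of that group may account for part of it. With replicate 3 left out 2653 genes were on the higher side and 1125 on the lower, and 628 and 632 were on the higher side without replicate 1 or 2, against 992 and 547 with all libraries. A dependence of the LPS response on IRF5, the biological explanation that the design offers, was not tested apart from this.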

How the results depend on the processing

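DESeq2 without each IRF5 KO LPS DMSO library, thinning, the GC and length correction and the removal of abundant genes were chosen only after the result was seen. Counts are called unchanged here when they lie within 1.5 times the count with all libraries. In all, 48 settings were tried, of which 18 leave out 1 library.

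With a filter of 5 CPM in 3 libraries, which tests fewer genes, LPS called 2143 genes in WT against 3340 and 1088 in IRF5 KO against 2091. The same filter gave 2833 with defactinib in WT (4552), 2303 for WT against IRF5 KO after LPS (4036), 598 unstimulated (1145), 1616 after LPS with defactinib (2712), 1522 for WT LPS defactinib against IRF5 KO LPS DMSO (2439) and overlaps of 981 (1479) and 477 (983). With no fold change threshold, in the same order, the counts were 6553, 5878, 8922, 8177, 2396, 5691 and 5005, with 5789 for the interaction with defactinib (3568), 2681 for that with LPS (1539) and 527 for defactinib in IRF5 KO (144). With glmTreat, which asks for evidence beyond the threshold, they were 1584, 327, 2412, 1760, 355, 1037 and 819, with 1357 and 108 for the interactions. For defactinib in IRF5 KO glmTreat called 0 genes, with 447 at an unadjusted p below 0.05, where edgeR called 144, DESeq2 521 and limma-voom 95.

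The count of defactinib in IRF5 KO was also 79 with no filter, 82 with the replicate number as a block, and 9 with only the groups compared. With only the groups compared LPS called 153 genes in IRF5 KO and WT LPS defactinib against IRF5 KO LPS DMSO 952. WT against IRF5 KO after LPS called 2775, and the overlaps were 941 and 593. Fewer libraries then give the spread, but LPS in WT called 3490 and defactinib in WT 4278 with as few. WT against IRF5 KO called 1397 unstimulated. This argues against the number of libraries as the whole cause. The interactions called 2952 and 1420. The fit of all 18 libraries shares 1 spread per gene, so calls that use IRF5 KO LPS DMSO rest partly on the spread of other groups. The cause of the other moves was not tested.

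Leaving out 1 library moved the count of LPS in IRF5 KO from 1037 (without IRF5 KO LPS DMSO replicate 1) to 4207 (without replicate 3), with 1067 without replicate 2, and that of defactinib in IRF5 KO from 20 (without IRF5 KO LPS defactinib replicate 1) to 891 (without IRF5 KO LPS DMSO replicate 2). The interaction with LPS ranged from 1068 to 3778 and the overlap of IRF5 up with defactinib down from 1174 to 2242, both highest without IRF5 KO LPS DMSO replicate 3. DESeq2 without IRF5 KO LPS DMSO replicate 1, 2 or 3 called 1319, 1346 and 4237 genes for LPS in IRF5 KO and 1181, 1151 and 298 for defactinib in IRF5 KO. Without replicate 3 it called 3960 for the interaction with LPS and 2249 in the overlap of IRF5 up with defactinib down.

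The overlap of IRF5 down with defactinib up fell to 571, 579 and 563 with WT LPS DMSO replicate 1, 2 or 3 alone for the genotype comparison and the others for defactinib, and to 604, 613 and 613 the other way round. The correlation, -0.778, was -0.748 over all tested genes, -0.917 over genes called in both comparisons, -0.729 as Spearman rho and -0.731 with only the groups compared. In the same divisions it was -0.736, -0.743 and -0.716, and -0.716, -0.721 and -0.736. It ranged from -0.815 to -0.735 with 1 library left out, with -0.749 without WT LPS defactinib replicate 1 and -0.740 without IRF5 KO LPS DMSO replicate 2, and was -0.735, -0.739 and -0.818 under DESeq2 without IRF5 KO LPS DMSO replicate 1, 2 or 3. It kept its sign in all of these, and moves of more than 0.0197, its SD over the left-out libraries, are given.

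Of the other gene lists, 21 set tests passed under camera, 32 under fry and 4 under camera with estimated correlation. The odds ratio of the purinergic receptor genes, 5.11, was 2.39 (p = 0.134, Fisher's exact test) after the GC and length correction and ranged from 2.87 to 5.16 with 1 library left out, lowest without WT LPS DMSO replicate 3. The excess of cytokine and of interferon-beta response genes among those that defactinib lowered in WT kept its side of the threshold in each setting run for it, as did the test of the genes near Irf5. In the set tests of defactinib in IRF5 KO, the cytokine and purinergic lists, at 0.192 and 0.583, went to 6.73e-05 and 9.86e-06 without IRF5 KO LPS DMSO replicate 3. The PCA distance ratio, 0.141, was 0.262 on edgeR log2 CPM and 0.102 to 0.299 with 1 library left out, highest without WT LPS DMSO replicate 2.

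Reversed were 2 values, both with 1 library left out. The interferon-beta set test of defactinib in IRF5 KO, lower with all libraries, was at a false discovery rate of 0.962 without IRF5 KO LPS DMSO replicate 3, in the other direction, and ranged down to 5.53e-09, without replicate 1. Il12a in WT LPS defactinib against IRF5 KO LPS DMSO, not called at 0.23, was -3.13 without WT LPS defactinib replicate 3 and 1.41 without IRF5 KO LPS DMSO replicate 3, the ends of its range. Among 87 named combinations of gene and comparison, 2636 of 2765 values kept their direction and side of the threshold, 123 were weaker and 5 stronger. Of 288 Fisher tests of lists in other comparisons 261 kept theirs, 25 were weaker and 2 stronger, and of 753 set tests 721, with 26 weaker and 5 stronger. Of 680 counts of higher or lower genes 562 were unchanged.

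Trem2 (log2 fold change 1.54 with defactinib in IRF5 KO, adjusted p = 0.017) was not called without any 1 of the IRF5 KO LPS defactinib libraries. Map3k14 fell by 2.29 in the same comparison (adjusted p = 0.0474), and by 0.67 without IRF5 KO LPS DMSO replicate 3, where it was not called. Its call was also lost without any 1 of the 12 WT unstimulated, WT LPS DMSO, IRF5 KO unstimulated and IRF5 KO LPS defactinib libraries, with an adjusted p of up to 0.159. Zfp651 was not called in WT against IRF5 KO under limma-voom.

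Scaling by library size alone moved the median of all genes by -0.24 for LPS in IRF5 KO, 0.20 and -0.13 for defactinib in WT and IRF5 KO, -0.11 between the genotypes unstimulated, and 0.33 and -0.14 for the interactions with defactinib and LPS. It gave 653 higher genes of 1460 for the interaction with LPS, against 992 of 1539. The GC and length correction moved the median by -0.12 for LPS in WT and 0.11 for defactinib in WT, and gave 915 higher genes of 1733 for that with LPS. With TMM the median of the interaction with defactinib was 0.12. Depth limited little of this: thinning all libraries to 39282181 counts left each count of called genes within 1.5 times.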

Differences from the paper's values

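DESeq2 without each IRF5 KO LPS DMSO library and the correction for GC content and gene length were chosen only after the result was seen; the other alternatives named here were set before the data were examined.

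The paper gives 217 genes changed by defactinib in LPS-stimulated IRF5 KO cells, against 144 here. Of 28 alternatives 6 brought the values within 1.5 times of each other: DESeq2's size factors (163), library size alone (210), the filter of 5 CPM in 3 libraries (169), and leaving out WT LPS defactinib replicate 2 (205), WT LPS defactinib replicate 3 (253) or IRF5 KO LPS DMSO replicate 3 (233). The other 22 did not, among them DESeq2, the paper's tool, on all libraries (521), and no fold change threshold (527). The correction for GC content and gene length (174) and DESeq2 without IRF5 KO LPS DMSO replicate 3 (298), both chosen after seeing the values, also came within 1.5 times. The legend of Fig. 5b gives a fold change above 1 and the methods above 2. These are the same threshold if the legend's value is on the log2 scale, which the legend does not state. For defactinib in WT a fold change above 2 gave 4552 genes here and no threshold 8922. The paper's count there is smaller than both, which argues against no threshold for that comparison.

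For genes lowered by LPS in IRF5 KO cells the paper shows about 2300 in Fig. 5e, read by eye, against 983 here. Library size alone (1685), no fold change threshold (2978) and leaving out IRF5 KO LPS DMSO replicate 3 (2661) brought the values within 1.5 times, and the other 25 of 28 did not. DESeq2 without that replicate, chosen after seeing the values, gave 2588.

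For genes raised by defactinib in LPS-stimulated IRF5 KO cells the paper shows about 110 in Fig. 5e, read by eye, against 25 here. Of 28 alternatives only leaving out IRF5 KO LPS DMSO replicate 3 (98) came within 1.5 times. DESeq2 without that replicate, chosen after seeing the values, gave 113.

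The correlation of the IRF5 and defactinib fold changes is about -0.72 in Fig. 5d, read by eye, against -0.778 here, a difference beyond 0.0197, the SD of r over the left-out libraries. Within it were Spearman rho (-0.729), leaving out IRF5 KO LPS DMSO replicate 1 (-0.735), only the groups compared (-0.731) and 5 of the 6 divisions of the WT LPS DMSO libraries (-0.736, -0.716, -0.716, -0.721 and -0.736), 8 of 35 alternatives in all. DESeq2 without replicate 1 or 2, chosen after seeing the values, gave -0.735 and -0.739.

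The paper names 8 cytokine and chemokine genes as upregulated by IRF5 and repressed by defactinib. With edgeR on all libraries, all 8 were called lower with defactinib and 7 were called higher in WT than in IRF5 KO cells. Under DESeq2, the paper's tool, Il12a was not called lower with defactinib. Il23a was not called higher in WT, with a log2 fold change of 0.50 (adjusted p = 0.296). It was called without IRF5 KO LPS DMSO replicate 3 (1.15). Under DESeq2 without that replicate, chosen after seeing the values, it was called too (1.17). A530099J19Rik, labelled in Fig. 5d, was not found by symbol in the counts and is not compared.

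In its text the paper describes defactinib as having very little effect in IRF5 KO cells. The count above was 144 with all libraries, and it was 874 and 891 without IRF5 KO LPS DMSO replicate 1 or 2 and 233 without replicate 3. It was also 20, 29 and 21 without IRF5 KO LPS defactinib replicate 1, 2 or 3, 64, 61 and 70 without WT unstimulated replicate 1, 2 or 3, and 9 with only the groups compared.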

Other observations

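All tests of the differences between the IRF5 KO LPS DMSO libraries were chosen only after the result was seen; those of the shared libraries, of the unstimulated genotypes and of other splits were not.

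Among the libraries within a group, the largest differences lay in IRF5 KO LPS DMSO, at a chi-square of 442 per gene between replicates 1 and 3 against at most 184 in another group. On the 399 genes that defactinib raised and LPS left unchanged in WT, replicates 1 and 2 had median log2 CPM of 1.33 and 1.30, replicate 3 of -0.35, and the unstimulated IRF5 KO libraries of -0.49 to -0.41. The chi-square of replicates 1 and 2 against each other, 2.33 per gene with a median of 1.01, was the lowest of any pair in a group, the next being 3.83 with a median of 1.24. The 1 per gene of sampling noise is a mean. Its median lies below 1, so the median of 1.01 is also above sampling noise.

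Several explanations are argued against by these libraries. A WT library in the place of replicate 3, or WT RNA in it as the whole cause, would bring the genes that are higher in WT before LPS toward their level there. These were at -0.12 in replicate 3, against -0.34 to -0.14 in the other 8 IRF5 KO libraries and 1.07 to 1.47 in WT. Replicate 3 was the highest of the IRF5 KO libraries, so a small share of WT RNA is not excluded. A lack of LPS would leave the genes that LPS induces in WT at 1.90 to 2.02, the level of unstimulated IRF5 KO libraries, and replicate 3 was at 3.06, with 2.13 and 2.09 in replicates 1 and 2. A swap of labels with the IRF5 KO LPS defactinib group needs a library of that group at the DMSO level, and the lowest of them was at 0.82 on the 399 genes. Loss of IRF5 is shared by all 3 replicates, so by itself it cannot part replicate 3, at -0.35, from the others, whatever the values. This does not show whether the level of replicates 1 and 2 or that of replicate 3 is the one that loss of IRF5 gives. Depth, GC content and gene length, and a few genes taking most of the counts are argued against as the whole cause, since the gap between replicate 3 and the nearer of replicates 1 and 2 on these genes was 1.62 after thinning, 1.45 after correction and 1.64 without the most abundant genes.

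What stays open is that replicates 1 and 2 may have received defactinib: a candidate explanation is a treatment other than their label gives, since their lower median, 1.30, lay at the level of the WT LPS defactinib libraries (1.25 to 1.39) and above the IRF5 KO LPS defactinib libraries (0.82 to 0.86), with replicate 3 at the DMSO level. On the 896 genes that defactinib lowered, replicates 1 and 2, at 2.84 and 2.90, lay between the WT LPS defactinib (2.28 to 2.59) and the IRF5 KO LPS defactinib libraries (3.14 to 3.15). Not all genes go with this: Il12b was at 601 ± 20.9 CPM (SD, n = 3) over the 3 DMSO replicates, which lay together, and at 1060 ± 35.4 CPM (SD, n = 3) in IRF5 KO LPS defactinib. This was found and tested on the same data. Other differences in handling that bring cells to a like state, and a response of IRF5 KO cells to LPS that varies between cultures, were not tested. Nor was RNA quality. The 10 most abundant genes held 13.5%, 13.55% and 8.91% of the counts in replicates 1, 2 and 3. Mitochondrial genes held 0.793%, 0.797% and 0.514%, and rRNA genes 0.078%, 0.076% and 0.053%. Whether replicates 1 and 2 are libraries of the same culture is open too: the paper's reporting summary speaks of technical replicates, and no pair known to share a culture is there to set their chi-square of 2.33 against. If they are, the group holds fewer than 3 independent cultures, and the SDs, tests and left-out libraries that rest on it overstate its replication. The counts alone do not show which of the 3 libraries stands for IRF5 KO cells with LPS and DMSO, and leaving out replicate 3 still called 233 genes between replicates 1 and 2 and the IRF5 KO LPS defactinib libraries.

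The negative correlation of the IRF5 and defactinib fold changes is not accounted for by the shared WT LPS DMSO libraries alone: with these libraries divided between the comparisons the weakest r was -0.716, while simulated noise gave -0.548 at the strongest. The IRF5 KO LPS DMSO libraries enter only the IRF5 fold changes, so that the correlation also carries the state of those libraries.

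Before LPS the genotypes differed in 1145 genes, with 1135 of them outside 10 Mb of Irf5. Near Irf5 10 of 99 tested genes were called (odds ratio 1.43, p = 0.186, one-sided Fisher's exact test), which argues against a flanking segment of another strain as the whole cause. Sex of the donor mice is argued against by the genes of the Y chromosome, whose largest log2 fold change was -0.43 for Kdm5d, with 0.40 for Ddx3y, 0.14 for Eif2s3y and -0.09 for Uty. Different cell types in the cultures cannot be told apart from an effect of IRF5: the macrophage genes had a median of -0.33 and went both ways. The mast cell and basophil genes were lower in WT, with a median of -1.05 over 6 tested genes (camera 0.000767, fry 4.64e-05, estimated correlation 0.0432), and Gata2 and Kit had log2 fold changes of -3.30 and -1.30. The neutrophil genes had a median of -0.35 over 21 genes (camera 0.0104, fry 0.00776, estimated correlation 0.489), with Mmp8 at -2.87. The abundant Lyz2 and Cd74 were not called, at -0.38 and 0.35. Of the listed mast cell and basophil genes 6 of 12, and of the neutrophil genes 21 of 23, passed the expression filter in these macrophage cultures. A few more basophil or mast cells in the IRF5 KO cultures could therefore be part of the difference. Il33 was higher in WT by 4.01 and Asb2 and Ifitm1 lower, at -4.32 and -3.76, and these belong to no such list.

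Of the other lists, proliferation genes were lower in WT before LPS (median -0.66, camera 2.11e-05, fry 0.0346, estimated correlation 0.583) and lower with defactinib in IRF5 KO cells (median -0.67, camera 3.03e-07, fry 0.0716, estimated correlation 0.489). Before LPS edgeR called 0 of the 30 proliferation genes lower, as did DESeq2 and limma-voom, and 18, 18 and 19 of them were lower at an unadjusted p below 0.05. Immediate-early genes were higher in WT before LPS (median 0.41, camera 0.00348, fry 0.0121, estimated correlation 0.489). With defactinib in IRF5 KO cells macrophage genes were higher (median 0.39, camera 5.96e-05, fry 0.00215, estimated correlation 0.0936), as were early NF-kB genes (median 0.31, camera 0.000767, fry 0.0194, estimated correlation 0.331). In camera immediate-early (0.00785) and heat shock genes (0.0263) were also higher there and mast cell and basophil genes (0.00785) lower, with 0.483, 0.937 and 0.0783 without IRF5 KO LPS DMSO replicate 3. Fry gave 0.0917, 0.0956 and 0.00249 for these 3 lists and the estimated correlation 0.489, 0.583 and 0.115. For WT against IRF5 KO before LPS, camera gave 0.161 for heat shock genes (0.00583 with no filter on low counts), 1 for dendritic cell genes, 0.738 for T, B and NK cell genes, 0.798 for early NF-kB genes and 0.896 for hypoxia and glycolysis genes. With defactinib in WT, 9 immediate-early genes were called higher and 10 lower, the same numbers as when adjusted over the list alone. Among genes measured by other assays in the paper, Ccl5 was not called with defactinib in WT, at -0.43 (adjusted p = 0.565), and Il10, which has few counts, was lower at -3.19 (adjusted p = 0.00416).

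For each of the 8 comparisons of 3 against 3 libraries, 1 of the 10 splits, the real one, called as many genes. With 10 splits the share cannot fall under 0.05, so these splits by themselves cannot exclude chance.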
